# Efficacy of Targeted Radionuclide Therapy Using [^131^I]ICF01012 in 3D Pigmented BRAF- and NRAS-Mutant Melanoma Models and In Vivo NRAS-Mutant Melanoma

**DOI:** 10.3390/cancers13061421

**Published:** 2021-03-20

**Authors:** Hussein Akil, Mercedes Quintana, Jérémy H. Raymond, Tommy Billoux, Valentin Benboubker, Sophie Besse, Philippe Auzeloux, Véronique Delmas, Valérie Petit, Lionel Larue, Michel D’Incan, Françoise Degoul, Jacques Rouanet

**Keywords:** targeted radionuclide therapy, MEK inhibitors, BRAF mutation, NRAS mutation, melanoma spheroid model

## Abstract

**Simple Summary:**

Targeted radionuclide therapy (TRT) aims to selectively deliver radioactive molecules to tumor cells. For this purpose, we deliver iodine-131 ([^131^I]) to melanoma cells by using our laboratory-developed melanin specific radiotracer, the ICF01012. Approximately 50% and 20%–30% of human melanomas have activating mutation in BRAF or NRAS genes, respectively. These mutations lead to a constitutive activation of the MAPK/ERK pathway, which is known to be involved in tumor cells’ radioresistance. In this work, we showed using 3D in vitro tumor models, an additive efficiency of combining [^131^I]ICF01012-TRT and MAPK/ERK inhibitors in BRAF- and NRAS-mutant melanoma cells. In mice bearing NRAS^Q61K^-mutated melanoma, TRT induced an impressive decrease in tumor growth, as well as a highly extended survival. Additionally, we showed that TRT reduces the metastatic capacity of melanoma, especially through lymph-node dissemination. These results are therefore of great interest, especially for patients with NRAS-mutant metastatic melanoma who currently lack specific efficient therapies.

**Abstract:**

Purpose: To assess the efficiency of targeted radionuclide therapy (TRT), alone or in combination with MEK inhibitors (MEKi), in melanomas harboring constitutive MAPK/ERK activation responsible for tumor radioresistance. Methods: For TRT, we used a melanin radiotracer ([^131^I]ICF01012) currently in phase 1 clinical trial (NCT03784625). TRT alone or combined with MEKi was evaluated in three-dimensional melanoma spheroid models of human BRAF^V600E^ SK-MEL-3, murine NRAS^Q61K^ 1007, and WT B16F10 melanomas. TRT in vivo biodistribution, dosimetry, efficiency, and molecular mechanisms were studied using the C57BL/6J-NRAS^Q61K^ 1007 syngeneic model. Results: TRT cooperated with MEKi to increase apoptosis in both BRAF- and NRAS-mutant spheroids. NRAS^Q61K^ spheroids were highly radiosensitive towards [^131^I]ICF01012-TRT. In mice bearing NRAS^Q61K^ 1007 melanoma, [^131^I]ICF01012 induced a significant extended survival (92 vs. 44 days, *p* < 0.0001), associated with a 93-Gy tumor deposit, and reduced lymph-node metastases. Comparative transcriptomic analyses confirmed a decrease in mitosis, proliferation, and metastasis signatures in TRT-treated vs. control tumors and suggest that TRT acts through an increase in oxidation and inflammation and P53 activation. Conclusion: Our data suggest that [^131^I]ICF01012-TRT and MEKi combination could be of benefit for advanced pigmented BRAF-mutant melanoma care and that [^131^I]ICF01012 alone could constitute a new potential NRAS-mutant melanoma treatment.

## 1. Introduction

Cutaneous malignant melanoma is one of the most lethal forms of skin cancer. It develops from epidermal melanocytes responsible for melanin synthesis [1]. These pigments protect melanocytes and neighboring keratinocytes from deoxyribonucleic acid (DNA) double-strand breaks by forming a shield that absorbs reactive oxygen species (ROS) induced by ultraviolet (UV) radiation. The main signaling pathway involved in melanomagenesis is that of mitogen-activated protein kinases (MAPK), along with the associated *Rat sarcoma* GTPase (RAS)/*rapidly accelerated fibrosarcoma* protein(RAF)/mitogen-activated extracellular signal-regulated kinase kinase (MEK)/*extracellular signal-related kinase* (ERK proteins) [1,2]. Somatic mutations in genes encoding protein actors of this phosphorylation cascade constitutively activate the MAPK pathway: mutations in *BRAF*, neurofibromin 1 (*NF1*)*, NRAS,* and *c-KIT* are the most frequent, representing 50, 20, 20, and 2% of melanomas, respectively [3]. Most (70 to 90%) mutations in *BRAF* lead to the substitution of valine by glutamic acid at position 600 in BRAF (V600E). Mutations in NRAS gene occur in 20–30% of melanomas, at codon 61 for ≈90% of the cases, resulting in a change in amino acid Q61K (45%) and Q61R (35%) while Q61L and Q61H modifications were lower (20%). Other genetic alterations in NRAS gene G12R/D/A/V occurred at a low rate (≈10%) [3,4].

Based on these molecular characteristics of the melanoma, specific BRAF (V600E) ATP-competitive inhibitors, such as vemurafenib [5] or dabrafenib [6] have been developed and have shown remarkable clinical efficacy in BRAF(V600E) melanoma tumors. Despite the initial positive effects on melanoma progression, these selective inhibitors often lead to the development of rapid neo/acquired resistance, resulting in either reactivation of the MAPK signaling pathway or activation of PI3K signaling pathway [2,7,8], usually within 6 to 8 months of treatment [9]. Several mechanisms involved in resistance to BRAF inhibitors have been identified and a number of strategies combining them with MEK inhibitors have been tested in multiple phase 3 trials. For example, the COMBI-d and COMBI-v trials studied the efficiency of combining dabrafenib with a MEK inhibitor, trametinib, compared to dabrafenib or vemurafenib alone [9]. Five-year pooled analyses [10] showed that this combination leads to a progression free survival (PFS) rate of 19%, with a median PFS of 11.1 months, and an overall survival (OS) rate of 34%, with median OS of 25.9 months. For patients receiving only dabrafenib or vemurafenib, the 5-year PFS rate was 13% and 9%, respectively; the 5-year OS rate was 27% and 23%, respectively, confirming the long-term interest of combining BRAF and MEK inhibitors. The phase 3 coBRIM [11] trial compared vemurafenib and cobimetinib vs. placebo and vemurafenib and obtained a median PFS of 12.6 months for the combination vs. 7.2 months for vemurafenib alone. The overall response rate (ORR) was 70% vs. 50% and median OS was 22.5 vs. 17.4 months. The most recent trial [12,13] (COLUMBUS) assessed the combination of binimetinib (MEK inhibitor) with encorafenib (BRAF inhibitor). This study showed the best efficiency for a BRAF/MEK combination versus vemurafenib alone and a very low number of adverse events, such as photosensitivity or fever. The combination showed an ORR of 64% and median PFS of 14.9 vs. 7.3 and 9.6 months for vemurafenib and encorafenib, respectively [13]. OS was 33.6 months for the combination vs. 16.9 months for vemurafenib (*p* ≤ 0.0001) [13]. Moreover, the number of secondary cutaneous cancers was lower with combination therapy in both trials. These significant clinical benefits have made combined BRAF and MEK inhibitors the new standard for advanced and metastatic V600E BRAF-mutated melanoma treatment. There are no clinically approved inhibitors for NRAS mutant melanomas. Initial clinical trials have tested farnesyl transferase inhibitors (FTIs), which block the lipid post-translational modification of RAS required for its activity. One such FTI (tipifarnib) was clinically tested but showed no significant clinical benefit [14]. The NRAS inhibitor salirasib, which modifies RAS-GTP binding to cell membranes by competition, has not been assessed in a clinical trial for melanoma [15]. MEK inhibitors have been tested in preclinical and clinical studies with promising results. However, the phase 3 NEMO trial, which compared binimetinib to dacarbazine, failed to show a benefit on OS (11 vs. 10 months, hazard ratio (HR) 1.00 (95% CI (0.75–1.33)); one-sided *p* = 0.50) although there was an extension of PFS (2.8 vs. 1.5 months, HR 0.62 (95% CI [0.47–0.80]); one-sided *p* < 0.001) [16]. Recruiting has been halted due to poor results. Thus, immune checkpoint inhibitors [9] are currently the sole treatment available for patients with NRAS melanoma. 

Targeted radionuclide therapy (TRT) consists in delivering radiopharmaceuticals to tumor cells by targeting specific characteristics **[17]**. [^131^I]ICF01012 is a melanin-targeting compound that has already shown its efficiency by reducing tumor growth and enhancing survival in various syngeneic and xenograft pigmented melanoma models with wild-type or mutant BRAF [18,19,20,21], whereas injection of [^131^I] alone or of non-labeled ICF01012 in mice bearing B16 melanomas did not modify mice survival and tumor growth [21]. In addition, biodistribution studies and secondary ion mass spectrometry (SIMS) technique have confirmed a specific accumulation of [^131^I]ICF01012 in pigmented tissues/cells and in acidic organelles [18,19,20,21,22,23]. [^131^I]ICF01012 can also reduce melanoma metastases, mainly by modifying pseudo-epithelial-mesenchymal transition mechanisms, in vitro and in vivo, in murine and human melanoma cell lines [24]. We have also shown that TRT using [^131^I]ICF01012 induces first a decrease and then an insignificant increase in ERK phosphorylation [18], suggesting a mechanism of radioresistance through activation of the MAPK pathway.

The association of targeted therapies and radiation has already shown positive results in preclinical [25,26] and clinical studies [27]. Indeed, BRAF and MEK inhibitors have been shown to increase melanoma-cell radiosensitivity [25]. Hecht et al. have confirmed that combined radiotherapy and administration of BRAF inhibitors is tolerable, with an acceptable increase in toxicity [27]. We developed a three-dimensional (3D) melanoma spheroid approach for in vitro studies of TRT to mimic tumor architecture and better model the consequences of irradiation [24]. Here, we investigated the effect of combining MEK inhibitors with [^131^I]ICF01012-TRT in an in vitro 3D spheroid model. We further studied the efficiency of [^131^I]ICF01012-TRT in vivo using the syngenic NRAS^Q61K^ 1007-mutant melanoma allograft model corresponding to the human NRAS^Q61K^ mutation [28].

## 2. Materials and Methods

### 2.1. Cell Lines, Culture Conditions and Spheroid Collection

Human SK-MEL-3 and murine B16F10 melanoma cell lines were purchased from the American Type Culture Collection (ATCC). SK-MEL-3 cells were maintained as monolayer using culture medium consisting of McCOY’S 5A medium (Invitrogen, Cergy Pontoise, France) supplemented with 15% fetal calf serum (FCS) (Eurobio, Les Ulis, France), and 4 µg µL^−1^ gentamycin (Invitrogen) at 37 °C in a humidified incubator containing 5% CO_2_. B16F10 cells were maintained as monolayer using culture medium consisting of DMEM-Glutamax medium (Invitrogen) supplemented with 10% FCS (Eurobio), and 4 µg µL^−1^ gentamycin (Invitrogen) at 37 °C in a humidified incubator containing 5% CO_2_. The NRAS^Q61K^ 1007 (also named NRAS 1007) murine cell line was cultured as previously described [28]. Melanoma spheroids were generated as previously described [24].

Spheroids were harvested between 1 and 72 h post-[^131^I]ICF01012 removal, frozen in N_2_, and stored at −80 °C during the radioactive decay (80 days; 10 times the half-life of the iodine-131 isotope) for Western blot analysis or fixed in 70% ethanol for cell-cycle studies.

### 2.2. [^131^I]ICF01012 TRT and MEK Inhibitor Treatment of Spheroids

[^131^I] iodine was purchased from Perkin Elmer (Waltham, MA, USA) or Izotop (Budapest, Hungary). Radiolabeling of ICF01012 was performed as previously described [23]. For the [^131^I]ICF01012 alone experiments, each spheroid was irradiated at day 6 of culture with 37 kBq of [^131^I]ICF01012/100 µL of cell culture medium (without FCS). The addition of medium alone was used as a control. After 1 h of incubation, the irradiation medium was removed and replaced by complete medium supplemented with 0.5% methylcellulose. For the [^131^I]ICF01012 and MEK inhibitors (MEKi) combinations, each spheroid was pretreated for 2 h with cobimetinib (GDC-0973) (Selleckchem (Houston, TX, USA), 100 nM, SK-MEL-3 spheroids), GDC-0623 (Selleckchem, 50 nM, B16F10, and NRAS 1007 spheroids), or dimethyl sulfoxide (DMSO) (control and [^131^I]ICF01012 alone groups) on day 6 of culture. Then, each spheroid was irradiated according to the above-mentioned protocol with cell culture medium containing the corresponding MEKi (MEKi alone or TRT + MEKi groups) or DMSO (control DMSO or TRT alone groups). Spheroids were then incubated from 1 to 72 h.

### 2.3. Colony Formation Assay

Twenty-four hours after irradiation in combination with MEKi (as described above for the combination [^131^I]ICF01012 and MEKi), 60 spheroids/condition were collected and centrifuged (50 g, 5 min). Supernatants were removed and spheroids were dissociated with 500 µL collagenase IV (0.2%; Sigma Aldrich, Saint-Quentin Fallavier, France) during 30 min at 37 °C. Cells were re-suspended, counted, and seeded in 6 well plates with a 2 mL final volume of complete culture medium containing the corresponding MEKi (TRT + MEKi and MEKi groups) or DMSO (TRT and control groups). SK-MEL3 cells were seeded at 7200 cells/well, NRAS 1007 at 5000 cells/well, and B16F10 at 400 cells/well. After 3 days of incubation, culture medium was removed and replaced by complete culture medium without DMSO or MEKi. After 18 days of incubation for SK-MEL3, 15 days for NRAS 1007, and 8 days for B16F10 cells, medium was removed and colonies were rinsed once with PBS. Colonies were then fixed by methanol absolute during 3 min then revealed with 0.5% crystal violet aqueous solution. The counting of colonies was realized using the ImageJ software. Plating efficiency (PE) and survival fraction (SF) were determined as described [29]. 

### 2.4. Apoptosis Assay

Apoptosis was measured by the detection of cytoplasmic soluble nucleosomes using a colorimetric assay, Cell Death Detection ELISAPLUS (Sigma Aldrich) according to the manufacturer’s instructions. Absorbance was measured at 405–490 nm dual wavelengths.

### 2.5. Cell Cycle Analysis

Spheroids were dissociated with collagenase IV (0.2%; Sigma Aldrich) during 30 min at 37 °C. Cells were then fixed in 70% ethanol and stored at −20 °C. After complete radioactive decay, cells were washed twice with PBS then 50µL of Ribonuclease A (100 µg mL^−1^; Sigma-Aldrich) and 450 µL of propidium iodide (50 µg mL^−1^; Sigma-Aldrich) were added. After 15 min of incubation in the dark at room temperature, cell cycle was analyzed using a flow cytometer (BD Accuri C6 Plus, BD Biosciences, Le Pont de Claix, France).

### 2.6. Western Blotting

Western blot analysis was carried out as previously described [30]. The following primary antibodies (Abs) were used: anti-phospho-H2A.X (S139) (1/2000), anti-H2A.X (1/1000), anti-phospho-ERK1/2 (Thr202/Tyr204) (1/2000), anti-ERK1/2 (1/2000), anti-phospho-MEK1/2 (Ser217/221) (1/2000), and anti-MEK1/2 (1/2000) from Cell Signaling Technology (Danvers, MA, USA), and anti-PARP-1 (1/200; Santa Cruz Biotechnology, (Dallas, TX, USA)) and anti-Actin (1/10,000; Sigma-Aldrich). The following secondary Abs were used: anti-rabbit-HRP (1/5000) and anti-mouse-HRP (1/5000 and 1/10,000 for actin) from SouthernBiotech (Nanterre, France). The Western blots were scanned using ChemiDoc imaging system (Bio-Rad, Marnes-la-Coquette, France). The densitometric analyses were performed using an *ImageJ* software (National Institutes of Health, Bethesda, MD, USA) (accessed on 11 November 2020).

### 2.7. Murine Models

This investigation conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (8th edition, 2011). All experiments were conducted in accordance with the relevant guidelines and regulations and approved by both the local ethics committee of Clermont-Ferrand (C2E2A n°002) and the French Ministry of Education and Research (approval n°12211-2017111613576925). NRAS 1007 melanoma cells (1 × 10^5^) in 100 µL of saline solution were injected subcutaneously in the right flank of five-week-old C57BL/6J male mice purchased from Charles River Laboratories (Ecully, France). Three different in vivo experiment using [^131^I]ICF01012 were realized: a biodistribution and dosimetry study using 3 animals per time (n = 15), a survival study (n = 28), and a mechanistic study (n = 15) including single-photon emission computed tomography (SPECT-CT) imaging, melanin quantification, lymph nodes, and transcriptomic analyses.

### 2.8. Biodistribution Study

Thirty-six days following tumor implantation, 15 mice received an intra-venous (i.v.) injection of 0.37 MBq [^131^I]ICF01012. Three mice were sacrificed per timepoint (1, 3, 6, 24, and 72 h) prior to removing and weighing the organs and tumors. Their radioactivity was analyzed using a γ-counter (Wizard 1480, Perkin Elmer) and the gamma counting data were corrected for physical decay and background. The percentage of injected activity in tumors was determined by the ratio of counted activity per organ divided by the organ weight (% IA/g).

### 2.9. Dosimetry

The dose was assessed from organ activity measured at each timepoint (1, 3, 6, 24, and 72 h, n = 3 per timepoint).

The percentage of injected activity curves $\%IA\left(t\right)=\frac{Activity\left(t\right)}{weight.Activity_{injected}}$ were calculated for each organ. Curves were adjusted using MatLab software (TheMathWorks, Natick, MA, USA): tumor: $y=a\left(1-exp^{-bt}\right)exp^{-ct}\;$; eyes: $y=a\left(1-exp^{-bt}\right)exp^{-\lambda_{physique}t}$ with $\lambda_{physique}=\frac{\ln2}{T_{physique\left(h\right)}}\;$; other organs (bi-exponential): $y=a.exp^{-bt}+c.exp^{-dt}$.

The MatLab adjustment parameters were: Method: NonlinearLeastSquare; Robust: Bisquare; Algorithm: Trust-Region. Cumulative activity confidence intervals were assessed by bootstrapping (adjustment with a 153-fit simulation and the leave-one-and-two-out method) and 95% CI, with the 2.5 and 97.5 percentiles. Mouse and human doses were calculated with MIRD21 formalism, using S factors from Perrot et al. [31] for mice and Olinda factors and organ weights for humans [32].

### 2.10. [^131^I]ICF01012 Treatment

C57BL/6J mice were injected intravenously with either 18.5 MBq/100 µL of [^131^I]ICF01012 (TRT groups) or 100 µL saline (control groups) 36 days after tumor implantation. Mice were sacrificed before the tumor volume reached 1500 mm^3^ for survival study or 10 days after TRT injection for mechanistic analyses (including SPECT-CT imaging, melanin quantification, lymph nodes and transcriptomic analyses). Mice were homogeneously randomized between control and treated groups according to mice weight and tumor size, seven days after cells injection (survival study: TRT: n = 14, control: n = 14; mechanistic study: TRT: n = 8, control: n = 10).

Body weight and tumor volume were measured three times a week until tumor volume reached 1000 mm^3^ and then, daily (For mice weight and tumor volume at start of experiment and endpoint for survival and mechanistical studies, see Supplementary Table S1). Potential toxicities were evaluated daily with a scoring grid, exploring general condition, behavior changes, and skin toxicities. Mice were sacrificed when tumor volume reached approximately 1500 mm^3^ or at experiment time.

Tumor volume was calculated from the measurement of two perpendicular diameters using a caliper according to the formula L × S2/2, where L and S are the largest and smallest diameters, respectively, expressed in millimeters.

The doubling time was calculated individually for each animal. Tumor growth has an exponential function (N = N0.e^at^), the doubling time (DT) is calculated using the formula DT = Ln2/a, where “N” represents the volume of the tumor, “N0” represents the volume of the tumor at time 0, “a” represents the slope of the exponential phase, and “t” the time (in days).

### 2.11. SPECT-CT Imaging

Multimodal SPECT-CT imaging was performed using a NanoScan SPECT/CT camera (Mediso Ltd., Budapest, Hungary) equipped with four detectors and multi pinhole collimation (APT62). Mice were placed in a Multicell Mouse L bed (Mediso Ltd.) with temperature control (37 °C). SPECT-CT imaging was performed on representative mice (n = 2 at 1 h and 6 h and n = 5 at 24 h, 72 h, and 168 h) of each group at different time points (i.e., 1 h, 6 h, 24 h, 72 h and 168 h) after the injections of [^131^I]ICF01012. Nucline software (Mediso Ltd.) was used for image acquisitions and reconstructions (Nucline 3.00.018). CT parameters were as follows: helical scan with 480 projections (300 ms per projection), 50 kV, 590 uA, pitch 1.0, binning 1:4, and field of view: max. SPECT images were acquired within the CT scan range, with a standard resolution. The time per projection was determined in accordance to the detected radioactivity (most frequently used: 30 s). SPECT image reconstruction was conducted using TeraTomo3D (Nucline v3.00.018) with high dynamic range. Regularization filters, reconstruction resolution and iterations were set to “medium”. Additional corrections were performed during reconstruction: Monte Carlo correction quality was set to “high”; attenuation: based on CT attenuation map and scatter corrections; activity decay correction: during acquisition time lapse.

### 2.12. Melanin Determination

For melanin assays, tumors were excised 10 days after [^131^I]ICF01012 irradiation, frozen in N2, and stored at −80°C for radioactive decay (80 days; 10 times the half-life of the iodine-131 isotope). Eumelanin and pheomelanin analyses were performed as previously described [33].

### 2.13. RT-qPCR Analyses

Inguinal and axillar lymph nodes (LNs) were collected 10 days after [^131^I]ICF01012 irradiation, frozen in N_2_, and stored at −80 °C. After complete radioactive decay, ribonucleic acid (RNA) was extracted (RNA Extraction Kit, Macherey Nagel) and the amounts measured by spectrophotometry (MultiskanGo, ThermoFisher, FisherScientific, Illkirch, France). Complementary DNA (cDNA) was synthesized from 250 ng RNA using the Thermoscript kit (ThermoFisher). Quantitative PCR (qPCR) reactions were performed in triplicate with Master Mix SybrGreen using an Applied BioSystems StepOne Plus device. Primers and annealing conditions are described in Supplementary Table S2. Results are expressed according to the ΔΔCT method after normalization against the glyceraldehyde 3-phosphate dehydrogenase (GAPDH) housekeeping gene.

### 2.14. Transcriptomic Analysis

According to Petit et al. [28], RNA from mouse melanomas (Control: n = 6, TRT: n = 6) was extracted using the miRNeasy Kit (Qiagen, Courtaboeuf, France, #217004). RNA integrity was assessed using an Agilent BioAnalyser 2100 (Agilent Technologies, Les Ulis, France), only RNA with a RNA integrity number (RIN) > 7 were kept for the analysis. This threshold led to the sequencing of 6 controls and 3 treated tumors. RNA concentrations were measured using a NanoDrop (NanoDrop Technologies, Wilmington, DA, USA). RNA sequencing libraries were prepared from 1 µg of total RNA using the Illumina TruSeq Stranded mRNA Library preparation kit that allows to perform a strand specific sequencing. A first step of polyA selection using magnetic beads is done to focus sequencing on polyadenylated transcripts. After fragmentation, cDNA synthesis was performed and resulting fragments were used for dA-tailing followed by ligation of TruSeq indexed adapters. PCR amplification was finally achieved to generate the final barecoded cDNA libraries (12 amplification cycles). The 9 libraries were equimolarly pooled and subjected to qPCR quantification using the KAPA library quantification kit (Roche). Sequencing was carried out on the NovaSeq 6000 instrument from Illumina based on a 2 × 100 cycles mode (paired-end reads, 100 bases) using an S1 flow cell in order to obtain around 35 million clusters (70 million raw paired-end reads) per sample. Reads were mapped to the mouse reference genome (gencode m13 version-GRCm38.p5) using STAR [34]. STAR was also used to determine the expression matrix. Expression matrix was first filtered by expression level to keep only sufficiently expressed genes using the edgeR package [35]. Principal component analysis (PCA) was performed using FactomineR [36]. 3D PCA animated gif was made with the help of the pca3d package (https://cran.r-project.org/web/packages/pca3d/index.html) (accessed on June 2020). The significance of the clustering was evaluated using PERMANNOVA. The deconvolution was conducted using the R-package mcp-counter [37]. To the gene set distributed with the package have been added two gene sets containing genes respectively specific of melanocytes (*Mitf*, *Pax3*, *Mc1r*, *Rxrg,* and *Tspan10*) and of keratinocytes (*Flg*, *Krt1*, *Dsc1*, *Sprr1b,* and *Krt14*) in the skin. Differential gene expression was performed with R following the limma-voom pipeline using the limma package [38]. edgeR and limma packages are both available from Bioconductor (http://www.bioconductor.org) (accessed on June 2020). The threshold for significantly differentially expressed genes was set as an absolute fold-change > two times the standard deviation of the fold-change and an adjusted *p*-value < 0.05. The volcano plot depicting the results was generated using the R package ggplot2 [39]. The interactive volcano plot was made with the plotly R package [40]. Gene-ontology and enriched pathway analysis were performed using Enrichr [41] on genes found overexpressed by the differential analysis either in the TRT-treated tumors or in the control tumors (also designed as CTRL-treated tumors. Gene-set enrichment analysis (GSEA) was performed using three collections from the Molecular Signatures Database (MSigDB v7.2): H (Hallmark), C2 (curated gene sets), and C5 (ontology gene sets), and a gene set describing the different sub-population in melanoma [42]. One thousand permutations gene set-based were made per analysis. The enrichment score (ES) reflects the degree to which a given gene set is represented in a ranked list of genes. Calculation of the ES is based on walking down a ranked list of genes and adjusting a running-sum statistic based on the presence of absence of a gene in the gene set. The magnitude of the increment represents the correlation of the gene with the phenotype. *p*-values were estimated by gene-based permutation. GSEA normalizes the enrichment score for each gene set to account for the variation in set sizes, yielding a normalized enrichment score (NES). Only gene sets with an NES > 2 and an FDR < 0.01 were considered. 

### 2.15. Statistical Analyses

Statistical analyses were performed with GraphPad (Addinsoft, New York, NY, USA) and StatView (Abacus concepts, Southfield, MI, USA) software using Log-rank for survival analyses, Student’s t tests for animal experiments, and two-way analysis of variance (ANOVA) associated with post-hoc Tukey’s multiple comparison test for in vitro experiments. A *p*-value < 0.05 was considered to represent statistically significant differences.

## 3. Results

### 3.1. MEKi Radio-Sensitizes BRAF- and NRAS-Mutant Melanoma Spheroids for [^131^I]ICF01012 by Increasing Apoptosis

We first defined a 100-nM dose of cobimetinib to treat human melanoma SK-MEL-3 spheroids and a 50-nM dose of GDC-0623 for both the NRAS 1007 and B16F10 murine melanoma spheroids (Supplementary Figure S1). We further assessed the efficiency of combining TRT with MEKi using apoptosis assay. We showed that combining TRT with MEKi increased the apoptotic ratio of SK-MEL-3 spheroids by nearly 2-fold at 4 hours (h) post-irradiation and 22-fold at 24 h relative to either treatment alone: DMSO (*p =* 10^−4^), MEKi (*p* = 5 × 10^−4^), or TRT (*p* = 5 × 10^−4^) (Figure 1A). These results also showed a supra-additive mechanism. This effect was confirmed by Western blot analysis of cleaved poly (ADP-ribose) polymerase 1 (PARP-1) protein expression (Figure 1B). At 24 h post-irradiation, apoptotic ratio of NRAS 1007 spheroids (Figure 1A) treated with TRT + MEKi was nearly 15-fold higher than those treated with DMSO (*p <* 0.0001), MEKi alone (*p <* 10^−4^), or TRT alone (*p <* 10^−4^). Cleaved PARP-1 analysis also showed such radiosensitization, with increased levels of cleaved PARP-1 protein expression at 4 and 24 h post-irradiation (Figure 1B). These results highlight the high radiosensitivity of NRAS 1007 spheroids to TRT, which can be enhanced using MEKi. Consistent with our previous findings [18], a small percentage of B16F10 cells entered into apoptosis following TRT. As expected, MEKi did not induce significant apoptosis in these wild-type BRAF/NRAS spheroids (Figure 1A). These results were also confirmed by Western blot analysis, showing the absence of PARP-1 cleavage induction (Figure 1B).

These data suggest that, except for B16F10 spheroids, MEKi and TRT can cooperate to increase apoptosis in melanoma cells with a constitutively activated MAPK pathway (SK-MEL-3 and NRAS 1007). Nonetheless, we were not able to confirm this radiosensitization effect with clonogenic assays (Supplementary Figure S2). This could be explained by the selection of MEKi-resistant cells and/or the loss of apoptotic cells initiated after spheroid dissociation prior to cell seeding. However, it should be noted that NRAS 1007 spheroids demonstrated very high radiosensitivity to [^131^I]ICF01012, with the complete extinction of clonogenic survival for spheroids treated with TRT (compared to control: *p <* 0.0001, Supplementary Figure S2). The low apoptotic ratios with TRT are probably linked to the fact that TRT efficiency relies on mitotic catastrophe [18], characterized by a phase G2/M cell-cycle arrest. Cell-cycle arrest was indeed observed for SK-MEL-3 cells treated by TRT (Supplementary Figure S3), whereas a decrease in the S-phase was observed with MEKi treatment. The association of MEKi and TRT decreased the G2/M arrest due to fewer proliferating cells in S phase.

### 3.2. MEKi Inhibits [^131^I]ICF01012-Induced ERK1/2 Phosphorylation in BRAF- and NRAS-Mutant Melanoma Spheroid Models

We assessed the levels of constitutive and [^131^I]ICF01012-induced phosphorylated ERK1/2 (p-ERK) by Western blot analysis. All spheroids displayed high basal levels of p-ERK. For SK-MEL-3 and 1007 spheroids, such high basal p-ERK levels are likely due to BRAF and NRAS mutations. B16F10 spheroids are wild-type for BRAF and NRAS. Thus, the high basal level of p-ERK is most likely due to the 3D spheroid cell-culture model. Indeed, it has been described that cell-cell contacts and interactions between cells are enhanced by the 3D spatial organization of the cells, which influences the signal transduction pathways and biological functions [43]. This hypothesis was confirmed by comparing the basal p-ERK expression in B16F10 spheroids to that of cells grown in 2D monolayer culture system (Supplementary Figure S4). In addition, it has been shown that increased cell-cell contact or hypoxia could activate the MAPK pathway [44]. TRT treatment of SK-MEL-3 spheroids slightly increased the level of p-ERK protein at 4 h and then at 72 h post-irradiation (Figure 2A). However, treatment with MEKi resulted in complete and maintained inhibition of constitutive and TRT-induced p-ERK. Treatment of NRAS 1007 spheroids with TRT increased p-ERK expression at 24 h post-irradiation, whereas MEKi alone or combined with [^131^I]ICF01012 completely inhibited constitutive and TRT-induced p-ERK expression (Figure 2A). This increase of p-ERK at 24 h post-irradiation could be explained by the high radiosensitivity of NRAS 1007 cells growing in spheroids, which could lead to cell death and selection of resistant cells. TRT did not increase p-ERK levels in B16F10 spheroids, except for a slight increase at 24 h post-irradiation (Figure 2A).

### 3.3. MEKi Enhances the Radiosensitivity of BRAF- and NRAS-Mutant Melanoma Spheroids, Leading to Increased DNA Double-Strand Breaks

We investigated whether the radio-sensitizing effect of MEKi was also due to DNA damage by performing Western blot analysis of the phosphorylated form of H2A histone family member X (γH2A.X) protein levels. The irradiation of SK-MEL-3 spheroids by [^131^I]ICF01012 induced an increase in the level of γH2A.X Serine 139 (Ser139) protein, indicating an increase in DNA double-strand breaks from 1 to 48 h post-irradiation (Figure 2B). Combining MEKi with TRT induced an increase in the level of γH2A.X(Ser139) after 24 (1.1-fold increase) and 48 h (1.1-fold increase) of irradiation relative to that with TRT alone. Treatment of SK-MEL-3 spheroids with MEKi alone also increased the level of γH2A.X at 24 and 48 h post-treatment. This can be explained by the induction of apoptosis in these spheroids and confirms the results obtained with the apoptosis assay and Western blot analysis of the cleaved PARP-1 protein (Figure 1A,B). Combining MEKi and TRT enhanced the level of γH2A.X(Ser139) in NRAS 1007 spheroids after 1 h of irradiation (0.8-fold increase) relative to TRT treatment alone and they remained higher up to 48 h post-irradiation (3.4-fold increase) (Figure 2C). In accordance with our previous data [24], [^131^I]ICF01012-TRT alone induced increased levels of γH2A.X in B16F10 spheroids. However, combining MEKi with TRT failed to radio-sensitize BRAF and NRAS wild-type B16F10 spheroids (Figure 2B).

### 3.4. [^131^I]ICF01012 Accumulates in NRAS 1007 Tumors, with a Favorable Dosimetry for TRT

SPECT-CT imaging (Figure 3A) showed rapid and persistent accumulation of [^131^I]ICF01012 in tumors, which was maximal at 6 h post-injection. As expected, non-saturated thyroid showed intense fixation from 6 to 72 h post-injection. Specific [^131^I]ICF01012 fixation was observed in the eyes, which contain both types of melanin. One hour after injection, [^131^I]ICF01012 accumulated in the bladder and was completely eliminated after 24 h. The biodistribution in the tumor showed rapid and persistent accumulation of [^131^I]ICF01012 over 72 h (16.1% IA/g) (Figure 3B), which was maximal at 6 h post-injection (28.5% IA/g).

We determined the absorbed dose for NRAS 1007 tumors and non-targeted organs from biodistribution studies (Figure 3B and Supplementary Table S3) after i.v. injection of 0.37 MBq [^131^I]ICF01012 and calculated the dosimetry for certain organs using *S*-values (Supplementary Table S4). The dose used for the therapeutic injection (18.5 Gy) showed high delivery of [^131^I]ICF01012 to the tumor (93.2 Gy) relative to the other organs. A low absorbed dose was deposited in excretion organs, such as the kidneys and liver (1.8 Gy and 4.3 Gy, respectively). The absorbed dose for the thyroid was very high (228.1 Gy), as potassium iodide was not used to block iodine absorption by the thyroid. As we used C57BL/6 mice, the dose delivered to the pigmented eyes was also very high (137.5 Gy), as expected.

An injected activity of 3.7 GBq is classically considered as a standard therapeutic dose in human iodine-TRT protocols. Based on this activity, [^131^I]ICF01012 dosimetry for humans extrapolated using Olinda *S*-values (Table 1) did not show toxic levels for the studied organs. Total body irradiation was evaluated to be 0.021 Gy.

### 3.5. [^131^I]ICF01012 Induces Significant Tumor Regression and Extended Survival for Mice Bearing NRAS 1007 Tumors

[^131^I]ICF01012 significantly prolonged the survival of mice bearing NRAS mutant tumors relative to the control group (Figure 3C, median survival: 92 vs. 44 days, *p* < 10^−4^). This was associated with slowed tumor growth from day 5 post-[^131^I]ICF01012 injection (Figure 3D). The doubling time of treated tumors was five-times longer than that of the control group (DT = 26.23 vs. 5.177 days^−1^, *p* < 10^−4^). Ten days post-[^131^I]ICF01012 treatment, the tumor weight was significantly lower in the treated group (Figure 3E, 0.208 vs. 0.598 g, *p* = 7 × 10^−4^). Consistent with our previous finding using SK-MEL-3 tumors [24], [^131^I]ICF01012-TRT induced a significant 1.5-fold increase of both pheomelanin (control: 4.39 vs. TRT: 7.19 µg/mg) and eumelanin (33.97 vs. 53.05 µg/mg) levels (Figure 3F). However, the proportion of pheomelanin (11.71% vs. 12.52%) and eumelanin (88.29% vs. 87.48%) positive tumors was similar for control and TRT-treated animals, respectively. Interestingly, we did not evidence significant loss of weight, alterations of general condition, vitiligo, or changes in behavior that could suggest any ocular toxicity.

### 3.6. [^131^I]ICF01012 Reduces Lymph-Node Metastases in the NRAS 1007 Model

We observed macroscopic melanin-pigmented LN metastases. [^131^I]ICF01012 treatment decreased the number of macroscopically invaded LNs in mice (Figure 4A,B: 0.875 vs. 1.70, *p* = 0.0310). Indeed, all mice presented at least one metastatic LN in the control group, whereas 37.5% of the mice in the TRT-treated group did not (Figure 4C). The proportion of mice with two invaded LNs was also higher in the control group (Figure 4C, 70% vs. 25%). Concerning the topography, 62% of inguinal and 25% of axillary right LNs were metastatic in the treated mice versus 90% and 80% in the control group, respectively (Figure 4D, *p* = 0.0306). Assessment of the biodistribution and SPECT-CT imaging (Figure 4E,F) confirmed that [^131^I]ICF01012 was present in the LNs. [^131^I]ICF01012 uptake was significantly higher in metastatic LNs, which was maximal at 6 h post-[^131^I]ICF01012 injection, corresponding to the highest uptake of the tumor and confirming the presence of melanin in the metastatic LNs. We assessed specific molecular melanoma markers by RT-qPCR analysis to assess the presence of melanoma cells in the LNs [45]. The expression of melanin biosynthesis-related genes, such as premalenosome gene (*pMel*), dopachrome tautomerase (*Trp2 (Dct)*), and *tyrosinase (Tyr)* was significantly higher in metastatic LNs (Figure 4G) (*p* = 0.0062, *p* = 0.0428, *p* = 0.0115, respectively). The levels of mRNA corresponding to these genes in the metastatic LNs were similar between the TRT-treated and control groups. These results provide evidence for [^131^I]ICF01012 uptake by metastatic LNs and its efficiency to reduce the spread of melanoma throughout the lymphatic system.

### 3.7. [^131^I]ICF01012 Modifies Oxidative Stress, Inflammatory, and P53 Signatures

We next performed transcriptomic analysis of TRT-treated and control tumors. 

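Tumors grown from subcutaneously grafted mouse melanoma cells with mutant NRAS were collected 10 days after the mice received 18.5 MBq of [131I]ICF01012, a radioiodinated compound that binds melanin, or the mock treatment. Polyadenylated RNA was sequenced from 6 control tumors and 3 TRT tumors, those whose RNA passed the authors' integrity threshold. RNA had been extracted from 6 tumors of each group, so that the threshold removed TRT tumors alone. The authors deposited the number of reads that STAR counted on each gene, without normalization, and TPM values, scaled by them for gene length and library size. Between 35672689 and 46048214 reads were counted per control tumor (median 43676859.5) and between 42373322 and 44797471 per TRT tumor (median 42946560). The TPM values carry the tumor names printed in Figure 5E (D340T25 to D340T33), and the counts carry a group and a number. Each set of counts was matched to the TPM values of the same library through the ratio of count to TPM over 9173 genes, whose spread was at most 0.0181 (median absolute deviation, natural logarithm) for the match and at least 0.141 for any other library. For 7 tumors the sample label and Figure 5E give the same group. The library drawn as TRT tumor D340T32 in Figure 5E is labelled as a control, and the library drawn as control tumor D340T28 is labelled as TRT. With the groups of Figure 5E, limma-voom gave the log2 fold changes of Table S5 to a median absolute difference of 1.48e-06 over 1964 genes, and with the groups of the sample labels to 0.586. The groups of Figure 5E, which are the paper's, are used for all values at its claims, a choice made once both groupings had been compared with Table S5. With the groups of the sample labels, edgeR called 0 genes past both thresholds of the paper, and 1816 genes had an unadjusted p under 0.05.

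Counts were scaled by edgeR's TMM method and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 17005 genes that passed its expression filter, and every group has n = 6 control and n = 3 TRT tumors unless stated. The sample labels give the grafted cells as lacking Cdkn2a (ENSMUSG00000044303, chromosome 4 of GRCm38, 89274471 to 89294653), whose TPM nonetheless lay between 1.51 and 11.68 in the 9 tumors, stromal cells included. Its log2 fold change was -0.42 (standard error 0.54, adjusted p = 0.585 from edgeR). Nras (ENSMUSG00000027852, chromosome 3, 103058285 to 103067914), whose reads do not show how much mutant transcript they hold, if any, was at 45.4 ± 5.37 TPM (SD, n = 6) in control tumors and 32.6 ± 7.39 TPM (SD, n = 3) in TRT tumors. On TMM-scaled counts its log2 fold change was -0.09 (standard error 0.11, adjusted p = 0.563 from edgeR). Allowing for each library's trend with GC content and transcript length, an alternative added after the data had been seen, the log2 fold change of Nras was 0.57 (adjusted p = 0.0246 from edgeR, the lowest among its alternatives, of which the highest was 0.987). The difference between the units follows the scale, since the median gene fell by 0.38 on the log2 scale between the groups in TPM and by 0.01 in TMM-scaled counts.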

First, deconvolution analyses showed the TRT-treated tumors to contain fewer melanocytes (Figure 5A) and more keratinocytes (Figure 5B) than control tumors, demonstrating the antitumoral activity of [^131^I]ICF01012. 

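The score of a cell population was its mean TPM over the marker genes, as the MCP-counter method averages them, and was compared between the groups by a two-sided exact Mann-Whitney test over the 84 splits of the 9 tumors. The smallest p this design allows is 0.0238. Over the 5 melanocyte genes of the methods, the score was 122 ± 13.3 TPM (SD, n = 6) in control tumors and 104 ± 5.87 TPM (SD, n = 3) in TRT tumors (exact p = 0.0476, adjusted over 12 populations 0.286). The exact p was 0.0714 in 5 of the 6 fits that left out a control tumor. On TMM-scaled counts (CPM) in place of TPM, the difference was -6.02 CPM with an exact p of 0.714. Without its most expressed gene, Mc1r, the score was 91.3 TPM in control and 55.7 TPM in TRT tumors (exact p = 0.0238). The genes behind the score moved apart. Mitf (ENSMUSG00000035158, chromosome 6, 97807052 to 98021349) fell by 1.10 on the log2 scale (standard error 0.23, adjusted p = 0.00594 from edgeR). Pax3 (ENSMUSG00000004872, chromosome 1, 78101267 to 78197134) fell by 0.90 (standard error 0.22, adjusted p = 0.0114 from edgeR), and for both genes all 3 TRT tumors lay below all 6 controls. Mc1r (ENSMUSG00000074037, chromosome 8, 123407107 to 123410744), which makes up 45.4% of the score, rose by 0.69 (standard error 0.23, adjusted p = 0.0407 from edgeR) and lost its significance in 5 of the 9 fits that left out 1 tumor. Tspan10 changed by 0.51 (standard error 0.35, adjusted p = 0.287 from edgeR), and Rxrg, with a mean of 0.117 TPM in control tumors, did not pass the expression filter. Allowing for each library's trend with GC content and transcript length, an alternative added after the data had been seen, the change in Mitf was -0.52 (adjusted p = 0.0411 from edgeR, between 4.70e-05 and 0.0455 over all alternatives for the log2 fold change of Mitf).

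The keratinocyte score was 0.232 ± 0.376 TPM (SD, n = 6) in control tumors and 13.7 ± 13.6 TPM (SD, n = 3) in TRT tumors, with TRT tumors between 2.94 and 29.0 TPM (exact p = 0.0238, adjusted 0.286). Of its 5 genes, Krt14 (ENSMUSG00000045545, chromosome 11, 100203162 to 100207548) was at 1.00 ± 1.73 TPM (SD, n = 6) and 64.5 ± 64.8 TPM (SD, n = 3), a log2 fold change of 6.29 (standard error 1.21, adjusted p = 0.00401 from edgeR). Krt1 was at 0.0650 and 3.87 TPM, and Flg, Dsc1 and Sprr1b did not pass the filter. From these 2 scores, the paper concludes that the treatment acted against the tumor.

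**Figure D1:**
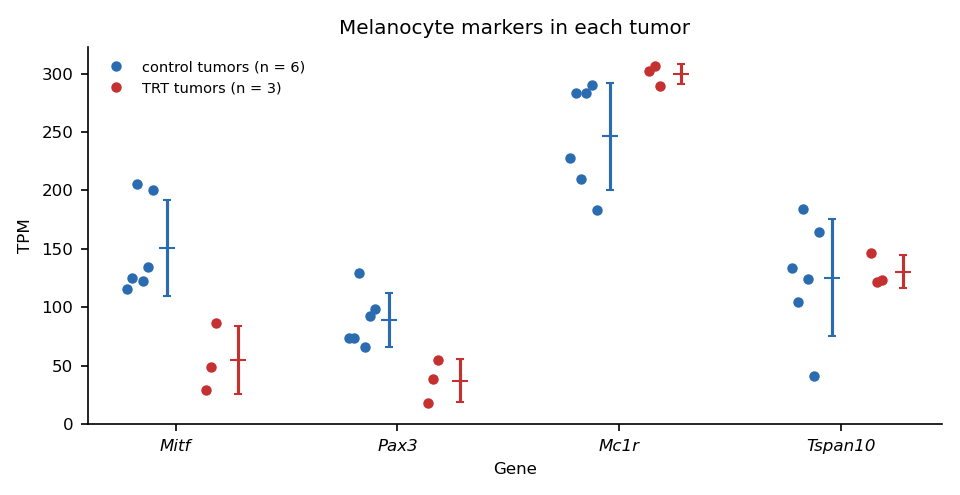
TPM of the 4 melanocyte genes that passed the expression filter in each tumor, with points for tumors and bars for mean and SD (n = 6 control, n = 3 TRT). Mitf and Pax3 are lower in every TRT tumor than in every control, whereas the mean of Mc1r is 246 TPM in control and 299 TPM in TRT tumors.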

Intriguingly, we observed a significant enrichment of dendritic cell-related genes in TRT-treated tumors relative to the control group (Figure 5C). These modifications were not present for other cell types, such as, for example, neutrophils, (Figure 5D and Supplementary Figure S5). 

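Of the 5 genes listed by MCP-counter for myeloid dendritic cells, as recalled for human cells and written with mouse symbols, 3 were matched, Clec10a under its own symbol and the paralogs Cd1d1 and Cd1d2, which share reads, through older synonyms. Their mean was 3.52 ± 1.38 TPM (SD, n = 6) in control tumors and 6.05 ± 0.895 TPM (SD, n = 3) in TRT tumors (two-sided exact Mann-Whitney p = 0.0952). The marker list that MCP-counter distributes for mouse was not used here. The result rests on Clec10a (ENSMUSG00000000318, chromosome 11, 70156197 to 70170834), which was between 1.75 and 11.52 TPM in control tumors and between 12.02 and 16.77 TPM in TRT tumors, with a log2 fold change of 2.11 (standard error 0.48, adjusted p = 0.00779 from edgeR). Without it the score fell by 1.09 TPM (exact p = 0.0952). On CPM scaled by TMM, the mean over the 3 genes was 3.26 CPM in control and 7.97 CPM in TRT tumors (exact p = 0.0238). Over a separate list of 10 dendritic cell markers, the mean was 2.17 ± 0.853 TPM (SD, n = 6) and 4.26 ± 0.251 TPM (SD, n = 3), and every TRT tumor lay above every control (exact p = 0.0238). Of the 9 markers that passed the filter, 3 were higher at an adjusted p under 0.05 over all genes and the same number adjusted over the list alone. They were Itgax (log2 fold change 1.68), Cd209a (1.91) and Ccr7 (1.85), named after their values were seen, whereas Zbtb46, which marks conventional dendritic cells, was unchanged at -0.04 (standard error 0.30, adjusted p = 0.937 from edgeR). Cd209a lost its call without TRT tumor D340T31, where its adjusted p from edgeR was 0.0738, and without D340T32.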

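For the neutrophil genes, 13 of 15 were matched and their mean was 6.63 ± 2.43 TPM (SD, n = 6) in control tumors and 4.74 ± 1.76 TPM (SD, n = 3) in TRT tumors (two-sided exact Mann-Whitney p = 0.262). The scores of the 8 further populations had exact p-values between 0.262 and 0.905. The mean for T cells was 0.764 TPM in control and 0.655 TPM in TRT tumors, and for the single CD8 T cell gene it was 1.02 and 0.237 TPM. Cytotoxic lymphocytes were at 0.217 and 0.134 TPM, and NK cells at 0.328 and 0.317 TPM. The B lineage score was 1.09 and 1.61 TPM, and the monocytic lineage 16.6 and 12.6 TPM. Endothelial cells were at 12.9 and 10.7 TPM, and fibroblasts at 163 and 133 TPM. On CPM scaled by TMM, the B lineage score rose by 1.17 (exact p = 0.0238) and the monocytic, endothelial and fibroblast scores were higher instead of lower in TRT tumors, none of these 3 with an exact p under 0.05. Each without its most expressed gene and in TPM, the monocytic score rose by 2.04 (exact p = 0.0238), the B lineage score rose by 0.572 (exact p = 0.0238) and the cytotoxic score fell by 0.121 (exact p = 0.0476). The 2 Langerhans cell markers averaged 0.0967 TPM in control and 0.138 TPM in TRT tumors (exact p = 0.500).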

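Principal components were computed over log2 CPM of the 17005 genes, each scaled to unit variance. The first component held 46.6% of the variance and the second 15.6%. On the first, TRT tumor D340T31 lay at -181, D340T32 at -91.7 and D340T33 at -38.8, and the 6 control tumors between 13.9 and 82.7. A PERMANOVA on the same values gave a pseudo-F of 4.46 and attributed 38.9% of the variance to the treatment, with an exact p of 0.0119 over the 84 splits, the smallest they can give. With unscaled genes or with TPM, the exact p was the same, which does not show how far the separation changed. It was also the same without the epidermal, keratinocyte and liver genes, too few of the 17005 to move it. With the groups of the sample labels it was 0.107.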

Principal component analysis (PCA) showed that TRT-treated tumors form a significant cluster (*p* = 0.014) separate from the controls (Figure 5E) as PCA plots (Supplementary Video S1). 

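A gene was called when its adjusted p from edgeR was under 0.05 and its log2 fold change was over 1.80, which is 2 SD of the log2 fold changes of all tested genes. By this rule 293 genes were higher and 384 lower in TRT tumors. At the adjusted p alone, 2662 genes were higher and 3010 lower. Of the 677 called genes, 600 had all 3 TRT tumors outside the range of the 6 controls. Over all tested genes this held for 31.9%, against 2.38% by chance. Scaling by library size alone moved the split most, to 169 higher and 583 lower. For 10 of the higher genes every control tumor had at most 3 reads, and for 17 of the lower genes every TRT tumor, so that their fitted fold changes depend on the prior count of the model.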

We performed differential analysis to compare TRT-treated and control tumors. In total, 316 genes were upregulated and 331 downregulated in TRT-treated vs. control tumors with a fold-change > 2SD and an adjusted *p*-value < 0.05 (Figure 5F).

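With limma-voom, the test the paper names, the counts were 316 and 331 genes, as the paper reports. Of the genes on the lists of Table S5, 313 higher and 318 lower ones were matched by symbol to a tested gene, and edgeR called 227 and 288 of them in the same direction. Among the called genes with the smallest p, Tpx2 (ENSMUSG00000027469, chromosome 2, 152847964 to 152895321), a mitotic spindle protein, fell by 2.50 on the log2 scale (standard error 0.15, adjusted p = 1.57e-05 from edgeR), from 44.9 ± 3.91 TPM (SD, n = 6) to 6.03 ± 0.963 TPM (SD, n = 3). Hmgb2, a chromatin protein, fell by 2.53. Kif20a, Ccnb2 and Nuf2, all of mitosis, changed by -2.63, -2.13 and -2.87. In the other direction, Sesn2 (ENSMUSG00000028893, chromosome 4, 132492032 to 132510501) rose by 2.09 (standard error 0.12, adjusted p = 1.57e-05 from edgeR). The extracellular matrix gene Ecm1 rose by 2.06, Sncg by 2.46 and the histone gene Hist1h4h by 3.49. The largest rises among genes with a mean of at least 1 CPM in a group were in skin genes. Lce1b had at most 1 read in any control and at least 45 in each TRT tumor and was at least 29.6-fold higher, and Krt77 rose by 6.39 (standard error 0.97, adjusted p = 0.00128 from edgeR). The Lce1 and histone genes are families of near-identical copies between which reads can be split.

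Changes followed GC content. Across genes, which are not independent replicates, log2 fold change and the GC content of the longest transcript had a Spearman's rho of 0.558 over 16980 genes. Between log2 fold change and the length of that transcript, rho was -0.302. Within libraries, rho between GC content and a gene's deviation from its mean was 0.555 in D340T31, 0.495 in D340T32 and 0.283 in D340T33, and between -0.430 and -0.179 in the control tumors. With this trend and that of transcript length taken out per library, 3364 genes had an adjusted p under 0.05 from edgeR, against 5672 before. By both thresholds edgeR then called 322 genes higher and 286 lower, of which 174 and 206 were among those called before. Without D340T33 the counts were 194 higher and 425 lower, and without D340T32 the lower genes were 243.

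**Figure D2:**
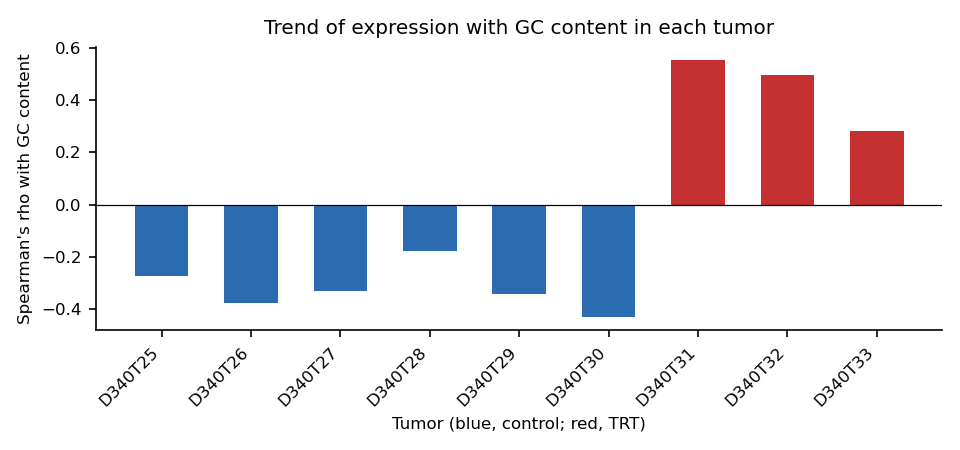
Spearman's rho, over genes, between GC content and the deviation of a gene's log2 CPM from its mean over the 9 tumors. The 6 control tumors lie below 0 and the 3 TRT tumors above it, from 0.283 to 0.555.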

An interactive volcano plot is presented in Supplementary Figure S6. The differentially expressed genes are also listed in Supplementary Table S5. Pathway and ontology enrichment analysis by over-representation were conducted on the BioPlanet (BioPlanet 2019) and Gene Ontology (GO-Biological Pathways 2018) databases, respectively, using the 316 and 331 differentially expressed genes. The 331 genes enriched in the control tumors mapped to pathways and ontologies involved in the cell cycle, cell proliferation, and cell replication (Supplementary Figure S7A,B). 

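The MSigDB and Enrichr collections were not used here, and lists of genes written before the counts were opened stand in for their subjects. The 12 lists were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 12. Of the 43 genes of S phase, 34 were lower and 0 higher at an adjusted p under 0.05 over all genes, and 35 lower and 1 higher when adjusted over the list alone, with a median log2 fold change of -1.13 (camera adjusted p = 2.49e-16). The 12 genes of replication licensing had a median of -0.86 (camera adjusted p = 1.56e-04), with 8 lower over all genes and 9 lower adjusted over the list alone. Rrm1 (ENSMUSG00000030978, chromosome 7, 102441695 to 102469771), a subunit of ribonucleotide reductase, fell by 1.38 (standard error 0.17, adjusted p = 5.82e-04 from edgeR). Pcna fell by 0.80, Mcm3 by 1.12 and Mcm5 by 0.61, all with an adjusted p under 0.05 from edgeR, and Mcm2 fell by 0.37 without reaching it (adjusted p = 0.122). Mcm5 lost its significance in 3 of the 9 fits that left out 1 tumor. Under fry, which lets the genes of a list vary together, the calls of the antioxidant, lipoprotein and hepatocyte lists were lost and the other 7 were kept. With the correlation estimated from these tumors, the call was kept by the p53 and the G2 and M phase lists alone.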

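Over 24 genes of lipoprotein metabolism, 22 passed the filter and had a median log2 fold change of 0.63 (camera adjusted p = 0.0269, fry adjusted p = 0.0677). Of these, 3 were higher at an adjusted p under 0.05 over all genes and 2 adjusted over the list alone. Without the genes of the epidermis and hepatocyte lists, the median was 0.27 and the camera adjusted p was 0.0721. Over all alternatives the adjusted p lay between 0.00755 and 0.573. The highest came from a fit of D340T26 and D340T27 against D340T31 and D340T33 alone, where the list was lower in TRT tumors. The list shares 5 genes with the hepatocyte list. Table S5 has 7 of the lipoprotein genes among those higher in TRT tumors, 3 of them also on the hepatocyte list. For 1 of the 7 all TRT tumors lay above all controls, and 2 had an adjusted p under 0.05 from edgeR. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) rose by 1.34 (standard error 0.31, adjusted p = 0.00885 from edgeR). Its change was 0.53 (adjusted p = 0.158 from edgeR, the highest of its alternatives, of which the lowest for the log2 fold change of Apoe was 2.36e-04) once the trends with GC content and length were taken out. Abca1 fell by 0.85 (standard error 0.35, adjusted p = 0.0846 from edgeR). The 22 genes of fatty acid and sterol synthesis went the other way, with a median of -0.47 and 11 of them lower, over all genes and adjusted over the list alone (camera adjusted p = 6.79e-05). Among them Acly fell by 0.45 (adjusted p = 0.0276 from edgeR), a call lost in 3 of the 9 fits that left out 1 tumor, and Scd2 by 0.27 (adjusted p = 0.185 from edgeR).

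The 26 folate genes had a median of 0.19 (camera adjusted p = 0.390), with 6 higher and 4 lower over all genes and 7 higher and 4 lower adjusted over the list alone. Ggh and Mthfd1l, among the most expressed, changed by 0.12 and 0.30, neither with an adjusted p under 0.05 from edgeR. Table S5 has 3 of the list's genes among those higher in TRT tumors, and edgeR called the same 3. Named after their values were seen, they are Folr2, which rose by 2.27 (adjusted p = 8.60e-04 from edgeR), Aldh1l1 by 1.96 (adjusted p = 0.00808 from edgeR) and Folr1 by 1.91 (adjusted p = 0.0109 from edgeR).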

Interestingly, the 316 genes significantly overexpressed in TRT-treated tumors mapped to pathways related to lipid and folate metabolism (Supplementary Figure S7C). 

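Of 20 genes of the epidermis, 19 passed the filter and had a median log2 fold change of 3.25, or 3.24 with the gene whose controls had at most 3 reads set to its bound (camera adjusted p = 3.73e-10). Adjusted over all genes 13 were higher, and 14 adjusted over the list alone. For 11 of them all 3 TRT tumors lay above all 6 controls. With at least 10 counts required in every library, which left 1 gene of the list, the camera adjusted p was 0.206, the highest among the alternatives. The lowest was 7.73e-32, from a fit of D340T26 and D340T27 against D340T31 and D340T33 alone. Krt5 (ENSMUSG00000061527, chromosome 15, 101707070 to 101712898) was at 12.52 TPM in control tumor D340T30 and at most 2.08 TPM in the other controls, and at 4.14, 30.2 and 80.0 TPM in the TRT tumors (log2 fold change 4.27, standard error 1.46, adjusted p = 0.0446 from edgeR). Its call was lost in 8 of the 9 fits that left out 1 tumor.

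The 30 hepatocyte genes had a median of 1.44 (camera adjusted p = 0.00270, fry adjusted p = 0.171), with 2 higher over all genes and 1 adjusted over the list alone. Table S5 lists 10 of the 30 as higher in TRT tumors. In none of the 10 did all TRT tumors lie above all controls, and edgeR gave 1 of them an adjusted p under 0.05. Alb and Ttr were singled out after their values were seen. Alb (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602) was at 116 and 161 TPM in control tumors D340T26 and D340T27 and at 228 and 53.6 TPM in TRT tumors D340T32 and D340T33. In the other 5 tumors it was between 0.05 and 5.36 TPM. Its log2 fold change was 1.41 (standard error 1.56, adjusted p = 0.515 from edgeR) and became -0.36 without D340T32. Ttr, at 402 ± 84.8 TPM (SD, n = 6) and 547 ± 54.5 TPM (SD, n = 3), was present in every tumor and rose by 0.86 (standard error 0.19, adjusted p = 0.00621 from edgeR).

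**Figure D3:**
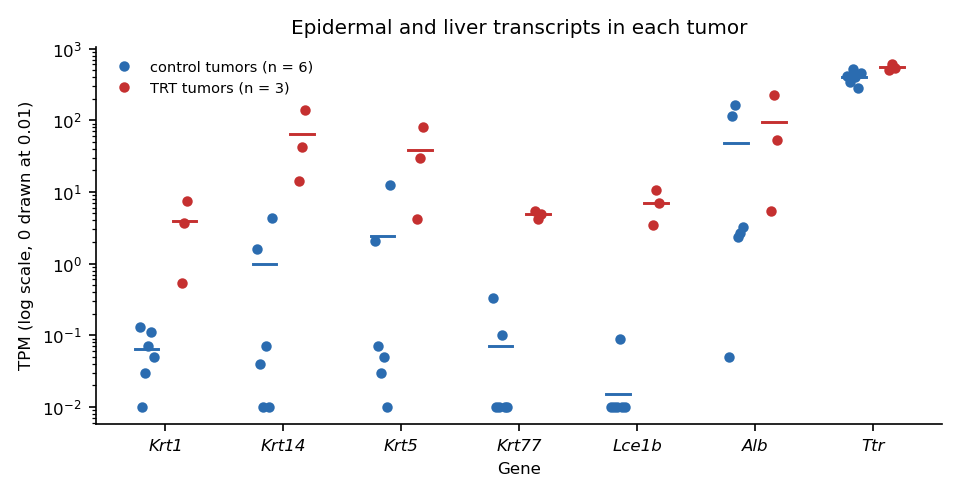
TPM on a log scale of 5 epidermal and 2 liver genes in each tumor, with points for tumors, lines for group means (n = 6 control, n = 3 TRT) and values of 0 drawn at 0.01. For Krt1, Krt14, Krt77 and Lce1b every TRT tumor lies above every control, whereas Alb is over 50 TPM in 2 controls and 2 TRT tumors.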

The ontologies enriched in TRT-treated tumors were related to lipid metabolism and the presence of more keratinocytes in the samples (Supplementary Figure S7D). Gene-set enrichment analysis (GSEA) was conducted to document the mechanism of action of [^131^I]ICF01012. 

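The 33 antioxidant genes had a median log2 fold change of 0.39 (camera adjusted p = 0.00266, fry adjusted p = 0.0677). Of these, 11 were higher and 0 lower over all genes, and 12 higher adjusted over the list alone. Gpx1 (ENSMUSG00000063856, chromosome 9, 108338903 to 108340343) was at 885 ± 118 TPM (SD, n = 6) in control tumors and 1386 ± 225 TPM (SD, n = 3) in TRT tumors, a log2 fold change of 1.10 (standard error 0.22, adjusted p = 0.00493 from edgeR). Gpx4 rose by 0.97 and Gstp1 by 0.76, both with an adjusted p of 0.033 from edgeR, and Gpx4 lost its call in 5 and Gstp1 in 6 of the 9 fits that left out 1 tumor. With the trends of GC content and length taken out, the changes were 0.31 for Gpx1 (adjusted p = 0.262), 0.12 for Gpx4 (adjusted p = 0.725) and 0.06 for Gstp1 (adjusted p = 0.837), all from edgeR and each the highest among that gene's alternatives, and the median of the list was 0.21. The lowest adjusted p among the alternatives was 1.62e-05 for the log2 fold change of Gpx1, 3.18e-05 for the log2 fold change of Gpx4 and 0.00248 for the log2 fold change of Gstp1. Prdx1 changed by 0.14 (standard error 0.23, adjusted p = 0.663 from edgeR).

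Of 73 genes of the inflammatory response, 65 passed the filter and had a median of 0.41 (camera adjusted p = 4.00e-04). Over all genes 21 were higher and 2 lower, the same numbers as adjusted over the list alone. Among the most expressed, Itgb3 and Tnfrsf1b changed by -0.32 and 0.23, neither with an adjusted p under 0.05.

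The 30 p53 target genes had a median of 0.83 (camera adjusted p = 3.26e-09), with 16 higher and 1 lower over all genes and 16 higher and 2 lower adjusted over the list alone. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727), which encodes the cyclin-dependent kinase inhibitor p21, was at 307 ± 85.0 TPM (SD, n = 6) and 1090 ± 61.8 TPM (SD, n = 3), a log2 fold change of 2.26 (standard error 0.23, adjusted p = 2.39e-04 from edgeR). Phlda3 rose by 2.48 (standard error 0.29, adjusted p = 4.13e-04 from edgeR), and Plk2 fell by 0.73 (standard error 0.14, adjusted p = 0.00362 from edgeR). The transcript of Trp53 itself changed by 0.13 (standard error 0.12, adjusted p = 0.417 from edgeR). From such enrichments, the paper proposes that oxidative stress, inflammation and p53 signaling take part in the mechanism of [131I]ICF01012.

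**Figure D4:**
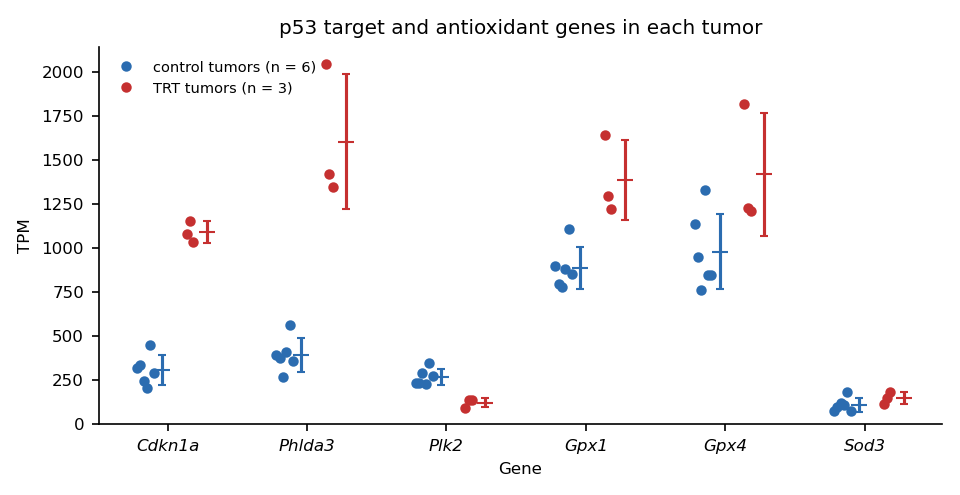
TPM of 3 p53 target and 3 antioxidant genes in each tumor, with points for tumors and bars for mean and SD (n = 6 control, n = 3 TRT). Cdkn1a and Phlda3 are higher and Plk2 lower in every TRT tumor than in every control, whereas the groups overlap in Gpx4.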

The results suggest the involvement of oxidative stress pathways (Figure 5G) and inflammation (Figure 5H) and activation of the p53 signaling pathway (Figure 5I). 

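The 54 genes of the G2 and M phases of the cell cycle had a median log2 fold change of -1.66, with 48 lower and 2 higher at an adjusted p under 0.05 over all genes and 49 lower and 2 higher adjusted over the list alone (camera adjusted p = 6.46e-46). Of these, 25 were among the genes called lower, and for 47 all 3 TRT tumors lay below all 6 controls. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), a marker of proliferating cells, was between 3.89 and 29.2 TPM in control tumors and between 0.360 and 0.560 TPM in TRT tumors. It fell by 4.37 on the log2 scale (standard error 0.68, adjusted p = 0.00139 from edgeR), and the log2 fold change of Mki67 lay between -4.71 and -4.10 with each tumor left out in turn. Taking out the trends with GC content and length left the list's median at -1.68.

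**Figure D5:**
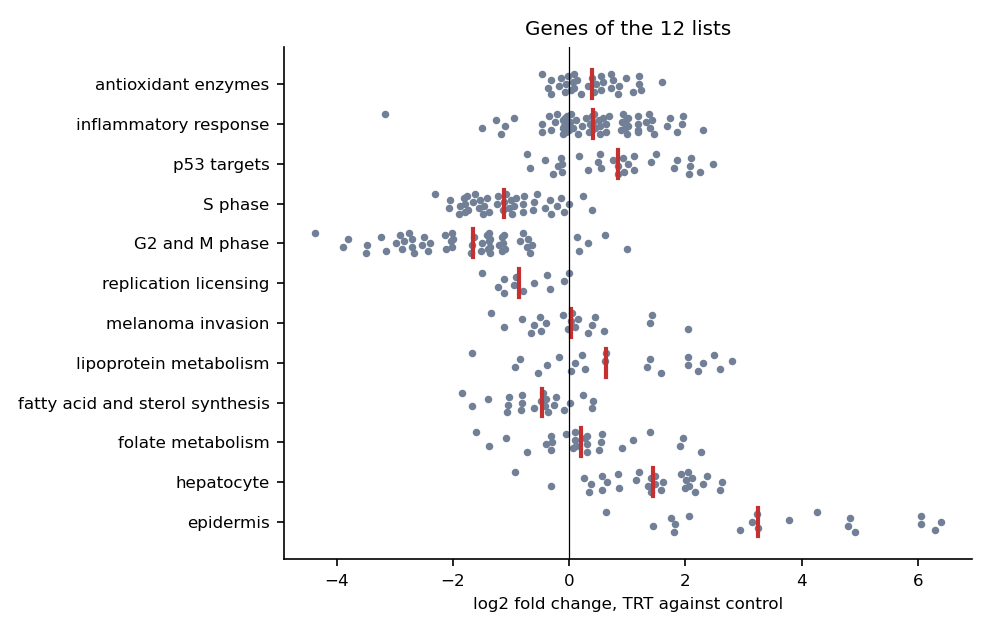
Log2 fold change of each gene of the 12 lists that passed the expression filter, TRT (n = 3) against control tumors (n = 6), with gray points for genes and red lines for the median of a list. The medians of the S phase, G2 and M phase and licensing lists lie between -1.66 and -0.86, and that of the p53 targets at 0.83.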

The gene sets enriched in the control tumors reflected the effect observed during the follow-up of tumor growth in mice, with an enrichment of proliferation (Figure 5J) and mitosis (Figure 5K) signatures. 

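A list of 21 genes of melanoma invasion stands in for the metastasis signature. Its median log2 fold change was 0.04 (camera adjusted p = 0.682), with 4 genes higher and 3 lower at an adjusted p under 0.05, over all genes and adjusted over the list alone. Named after their values were seen, S100a4 rose by 2.04, Plaur by 1.43, Mmp2 by 1.39 and Tgfbi by 0.60, whereas Zeb1 fell by 1.34, Cdh2 by 0.82 and Mmp14 by 0.61. Among its most expressed genes, Cd44 (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) changed by -0.40 (standard error 0.18, adjusted p = 0.119 from edgeR), Vim by 0.33 (standard error 0.21, adjusted p = 0.241 from edgeR) and Fn1 by 0.05 (standard error 0.25, adjusted p = 0.899 from edgeR). The sign of Fn1 changed when scaled by library size alone, to -0.16.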

A signature of metastatic melanoma was also significantly enriched in control tumors relative to TRT tumors (Figure 5L). These bioinformatics data indeed correlate perfectly with our in vivo observations.

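Beyond the sets named in the figure, the 10 pigmentation genes had a median log2 fold change of 0.17, with 1 lower at an adjusted p under 0.05 over all genes and adjusted over the list alone (camera adjusted p = 0.962). The tumors kept high levels of these transcripts under treatment. Dct was at 19881 ± 3067 TPM (SD, n = 6) in control and 14061 ± 3081 TPM (SD, n = 3) in TRT tumors, with a log2 fold change of -0.11 (standard error 0.18, adjusted p = 0.677 from edgeR) on TMM-scaled counts. Tyr changed by 0.17 (standard error 0.16, adjusted p = 0.460 from edgeR) and Pmel by 0.33 (standard error 0.29, adjusted p = 0.405 from edgeR). With the trends of GC content and length taken out, the log2 fold change of Tyr was 1.31 (adjusted p = 0.00664 from edgeR, with the highest among its alternatives 0.819).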

## 4. Discussion

MAPK pathway activation has been shown to play a role in external beam radiation therapy (EBRT) radioresistance [46] but is still poorly documented in TRT. We have previously shown that [^131^I]ICF01012 induces an initial decrease in p-ERK levels and then a non-significant increase in a B16BL6 model, suggesting potential radioresistance mechanisms [18]. Here, we evaluated the potential of combining TRT with an MEK inhibitor to overcome MAPK-mediated radioresistance in a panel of melanoma 3D spheroid models that mimic tumor architecture. We used the SK-MEL-3 (BRAF^V600E^) and NRAS 1007 (NRAS^Q61K^) cell lines, which exhibit a constitutively activated MAPK pathway, and the B16F10 cell line (wild-type BRAF/NRAS).

Here, we show that combining TRT with MEKi can overcome such activation by reducing ERK phosphorylation in BRAF- and NRAS-mutant melanoma. In addition, the inhibition of ERK phosphorylation significantly enhanced apoptosis in BRAF- and NRAS-mutant melanoma spheroids, but not the wild-type BRAF/NRAS spheroid model. However, combining MEKi with TRT did not modify the clonogenic capacity and subsequently the survival fraction of BRAF mutant spheroids. Such a residual survival fraction may indicate that the process selected a number of MEKi- and/or TRT-resistant cells. However, colony forming assay showed that [^131^I]ICF01012-TRT alone was able to induce complete inhibition of the clonogenic survival capacity of NRAS 1007 cells, highlighting their high radiosensitivity. Furthermore, aside from the total melanin content being similar (Supplementary Figure S8B), [^131^I]ICF01012 uptake by NRAS 1007 spheroids was significantly lower than that of B16F10 spheroids (Supplementary Figure S8A), reinforcing the hypothesis of the intrinsic radiosensitivity of these cells. Complementary studies on other NRAS mutant melanoma cell lines are required to show that such high TRT radiosensitivity is related to NRAS mutation, although previous EBRT studies have reported increased radiosensitivity in vitro [47] and in vivo [48] when NRAS is mutated. As expected, combining MEKi with TRT had no effect on the clonogenic capacity or apoptosis of BRAF and NRAS wild-type B16F10 spheroids.

It has been shown that MEKi (trametinib)-induced EBRT radiosensitization is related to the acquisition of senescence and perturbation of the cell cycle, with a decrease in the proportion of cells in S phase and a blockade in the G1 phase [25]. However, no effect on apoptosis, delayed DNA damage repair, or mitotic catastrophe has been described. Our results demonstrate that combining MEKi with TRT induces a similar decrease in the proportion of cells in S phase in BRAF spheroids and an increase in DNA double-strand breaks in NRAS spheroids. However, we showed that combining MEKi with TRT induces a marked increase in apoptosis of BRAF- and NRAS-mutant melanoma cells, which could be specific to TRT irradiation or related to the spheroid 3D architecture. These results suggest that the addition of MEKi to TRT radio-sensitizes melanoma cells in our spheroid model by increasing DNA damage and apoptosis in BRAF- and NRAS-mutant cells. Although the spheroids mimic 3D tumor architecture, this model does not fully reflect the complexity of the tumor with neoangiogenesis and the active microenvironment (including cancer-associated fibroblast and the immune infiltrate), components that may impact the MAPK signaling pathway. The observed radio-sensitization in BRAF- and NRAS-mutant melanoma cells lines treated with TRT and MEKi combination will need, in the future, to be assessed by in vivo studies using human BRAF- and NRAS-mutant melanoma xenografts. The use of MAPK inhibitors to radio-sensitize tumors to TRT appears to be a promising strategy in BRAF- and NRAS-mutant melanoma, although the lack of an in vivo study to confirm the results is the main limitation of this work.

We used the syngeneic NRAS^Q61K^ 1007 model [28], which mimics the human NRAS-mutant model [49], to address the efficiency of [^131^I]ICF01012-TRT in this pigmented melanoma. NRAS^Q61K^ 1007 tumors clearly accumulate a sufficient amount of [^131^I]ICF01012 to improve the efficiency of TRT, with an absorbed dose in the supra-therapeutic range (94 Gy), as the curative dose for EBRT is 50 to 60 Gy. The extrapolated dosimetry to humans does not suggest major toxicity, as the absorbed doses of non-target organs remained within the recommended limits, as previously reported for extrapolated doses from a rabbit bio-distribution study [50]. The main concern with TRT using [^131^I]ICF01012 is potential ocular toxicity due to a high absorbed dose related to [^131^I]ICF01012 fixation on the melanin present in the choroid and retinal pigment epithelium. However, [^131^I]ICF01012 rabbit dosimetry extrapolated to humans has shown that the absorbed dose in the eyes remains acceptable [50]. Furthermore, the first clinical trial using a similar radiolabeled melanin-binding molecule showed clear clinical improvement for 2 of 5 patients with metastatic melanoma and did not report any ocular toxicity [51]. In the present NRAS-mutant melanoma model, [^131^I]ICF01012-TRT dramatically increased mouse survival and reduced tumor growth. These observations clearly have to be confirmed using other NRAS-mutant tumors. There are several possible explanations for such high radiosensitivity compared to our previous results on B16 tumors [18,20,21]. One is that the proportion of pheomelanin in NRAS mutant tumors (11.67% in the control tumors) is clearly higher than that in the B16BL6 tumor (1.61%) [33], which could considerably increase TRT-induced oxidative stress [52]. Previously, TLDA-analysis in B16BL6 tumors showed a significant increase in antioxidant enzyme expression (GPx1, heme oxygenase, SOD3) in treated tumors three days post-TRT [18]. This is fully supported by the present transcriptomic analysis, which emphasizes the increase in antioxidant gene expression in treated vs. control tumors. It could also be related to the enhancement of immunogenicity by radiation, as we already demonstrated for the B16F10 melanoma model [53], also consistent with the increased expression of inflammatory genes shown by transcriptomics. 

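Of the antioxidant enzymes that the discussion names from B16BL6 tumors, the extracellular superoxide dismutase Sod3 (ENSMUSG00000072941, chromosome 5, 52363791 to 52371418) was at 108 ± 39.7 TPM (SD, n = 6) in control tumors and 150 ± 34.1 TPM (SD, n = 3) in TRT tumors, a log2 fold change of 0.86 (standard error 0.25, adjusted p = 0.0218 from edgeR). With the trends of GC content and length taken out, the log2 fold change of Sod3 was 0.66 (adjusted p = 0.0893 from edgeR). Its adjusted p was over 0.05 in 3 of the 9 fits that left out 1 tumor. Hmox1 was at 241 ± 125 TPM (SD, n = 6) and 238 ± 34.1 TPM (SD, n = 3), with a log2 fold change of 0.42 (standard error 0.33, adjusted p = 0.352 from edgeR).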

Additional studies need to be conducted to confirm that these pathways are involved in the NRAS^Q61K^ 1007 response to [^131^I]ICF01012-TRT, as modified lipid metabolism has already been reported to alter the efficiency of radioimmunotherapy [54]. In previous studies, we showed that TRT reduces hematogenous dissemination, especially lung invasion [21], by modifying pseudo-epithelial-mesenchymal transition pEMT-mechanisms [24]. Here, we demonstrate, for the first time, that [^131^I]ICF01012 penetrates the lymphatic system and limits LN metastases. Transcriptomic analyses also support the reduction of the metastatic capacity of melanoma by [^131^I]ICF01012-TRT.

## 5. Conclusions

In conclusion, this study reinforces the potential of [^131^I]ICF01012-TRT in the management of pigmented metastatic melanoma, especially its capacity to reduce metastatic dissemination. Future experiments that aim to clarify the mechanisms underpinning such high radiosensitivity to [^131^I]ICF01012-TRT will likely lead to a specific clinical trial including patients harboring NRAS metastatic melanoma, following the ongoing dose-escalation phase 1 study MELRIV1 (NCT03784625).

## Figures and Tables

**Figure 1:**
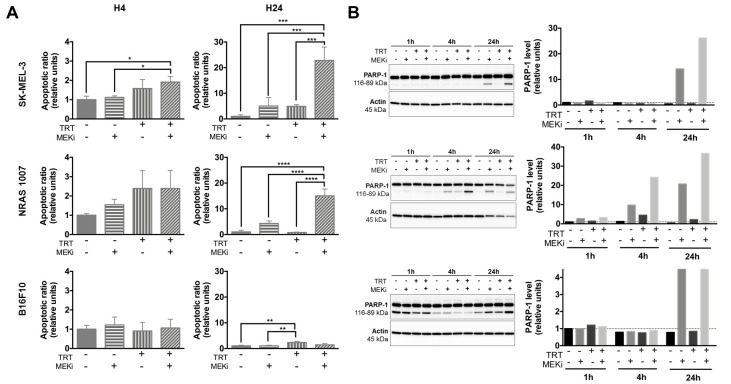
Apoptosis assays (n = 3) on melanoma spheroids after treatment with [^131^I]ICF01012-targeted radionuclide therapy (TRT), MEK inhibitors (MEKi), or both. Results are presented as mean +/− SD (**A**). (**A**) Apoptosis was assessed by quantification of soluble nucleosomes in cells using an ELISA cell death for SK-MEL-3, NRAS 1007, and B16F10. (**B**) Western blot analysis of cleaved PARP-1 in SK-MEL-3, NRAS 1007, and B16F10 spheroids treated with TRT, MEKi, or both. Actin was used as a protein-loading control. For Western blot, spheroids from 3 different experiments were pooled. For Western blot graphs, y-scales are not identical between cell lines. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 2:**
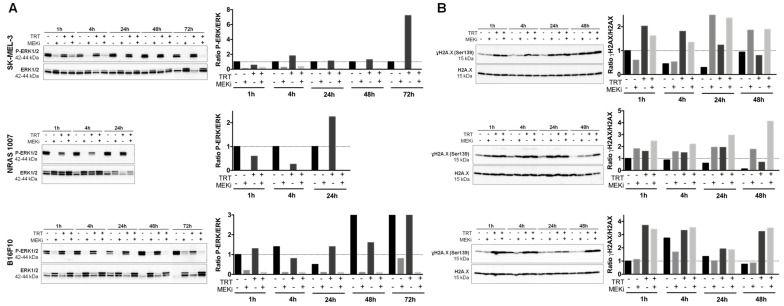
Quantification of p-ERK expression and analysis of DNA damage in melanoma spheroids following treatment with [^131^I]ICF01012-TRT, MEKi, or both. (**A**) Western blot analysis of P-ERK1/2 and ERK1/2 of total cellular protein extracted from SK-MEL-3, NRAS 1007, and B16F10 spheroids treated or not with TRT, MEKi, or both for the indicated times. The density of each P-ERK1/2 band was corrected using the density of the corresponding total ERK1/2 band. All values were normalized to the control (1 h). (**B**) The expression of phospho-H2A.X (γH2A.X) and total H2A.X were analyzed by Western blotting for SK-MEL-3, NRAS 1007, and B16F10 spheroids treated or not with TRT, MEKi, or both for the indicated times. The density of each γH2A.X band was corrected using the density of the corresponding total H2A.X band. For Western blot, spheroids from 3 different experiments were pooled. In graphs, y-scales are not identical between cell lines.

**Figure 3:**
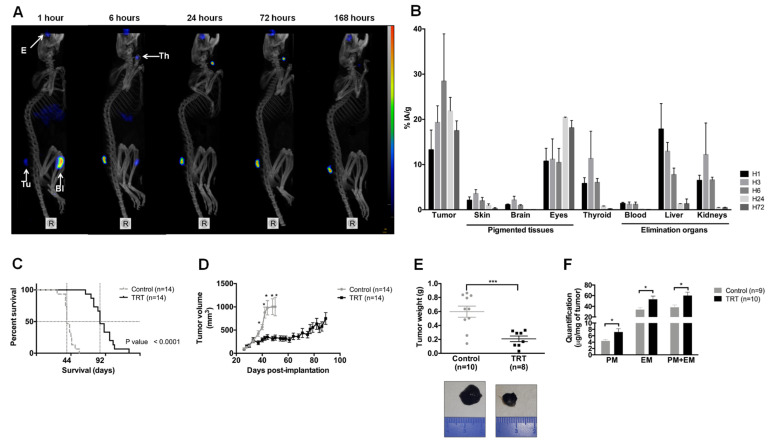
[^131^I]ICF01012 biodistribution and efficiency in an NRAS-mutant murine model. Results are presented as mean +/− SD (**D**,**F**) and as median, 1st quartile, and 3rd quartile (**E**). (**A**) Maximum intensity projection from SPECT-CT imaging of the same mouse from 1 h post-injection to 168 h shows tumor (Tu), eyes (E), thyroid (Th), and bladder (Bl) fixation of [^131^I]ICF01012. (**B**) Biodistribution of [^131^I]ICF01012, expressed as the percentage of injected activity/gram, was determined for each timepoint and each non-target organ by activity count (n = 3 mice per timepoint). (**C**,**D**) Survival curve (**C**) and tumor growth (**D**) were determined using 14 animals for each group. (**E**) Tumor weight for 10 control mice and eight TRT-treated mice, sacrificed 10 days after treatment, illustrated by 2 tumors representative of observed differences between control and TRT tumors. (**F**) Pheomelanin (PM) and eumelanin (EM) were quantified for nine control tumors and 10 TRT tumors. (* *p* < 0.05, *** *p* < 0.001).

**Figure 4:**
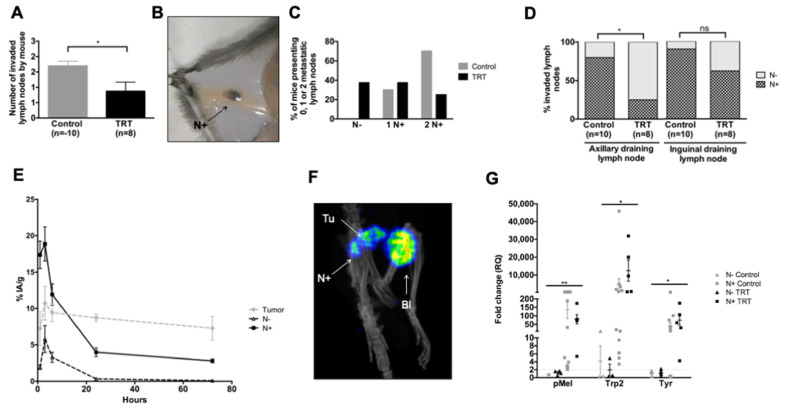
[^131^I]ICF01012 decreases lymph-node dissemination. Results are presented as mean +/− SD (**A**,**E**) and as median, 1st quartile, and 3rd quartile (**G**). (**A–E**) The numbering and topographic location of metastatic LNs (N+) were determined for each mouse 10 days after treatment (10 control, 8 TRT): number of N+ per mouse (**A**), typical N+ (**B**), proportion of mice presenting 0 (N−), 1, or 2 N+ (**C**)**,** repartition of invaded LNs (**D**). The radioactivity present in (T) tumors and (N+) (**E**) was determined during biodistribution studies on three mice per timepoint (1, 3, 6, 24, and 72 hours after injection): 24 LNs were macroscopically metastatic (N+) and 32 were non-metastatic (N−). (**F**) Visualization of an N+ by SPECT-CT imaging (T: tumor, N: lymph node, Bl: bladder). (**G**). Trp2, pMel, and Tyr gene expression in axillary and inguinal draining LNs was measured by RT-qPCR in 18 N+ (control group: n = 13 and TRT group: n = 5) and 7 N− (control group: n = 3 and TRT group: n = 4). LNs were considered to be metastatic when they showed a ≥ 2-fold change for at least two genes. (* *p* < 0.05, ** *p* < 0.01).

**Figure 5:**
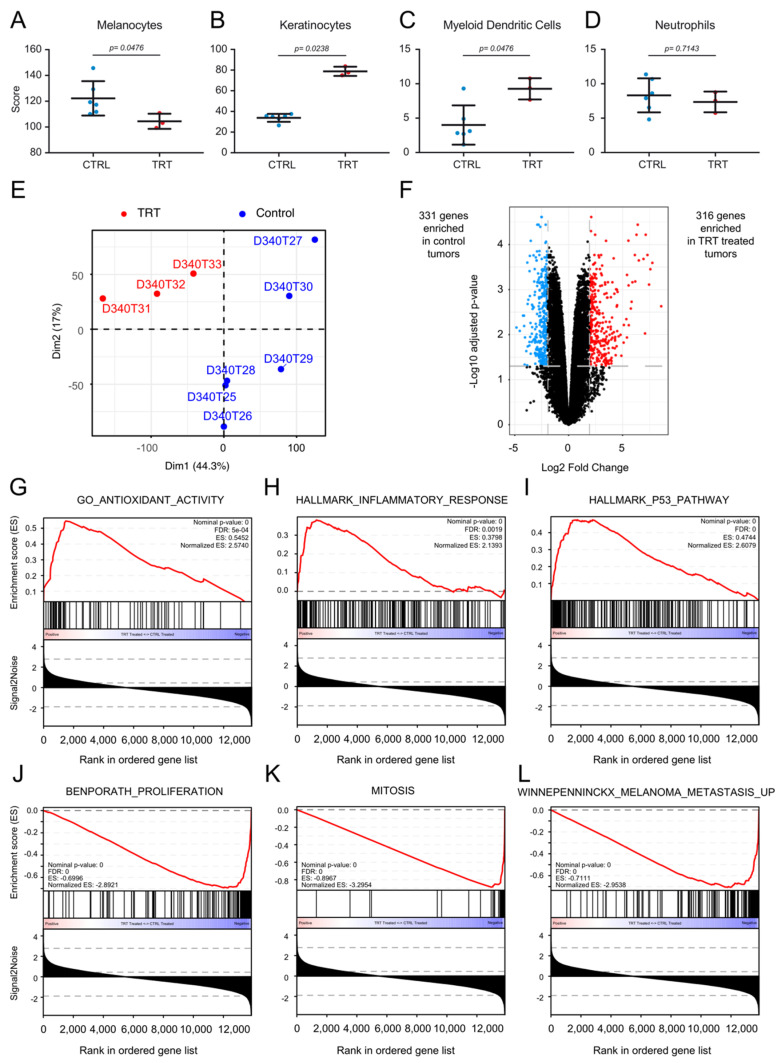
Bioinformatics analysis of treated and non-treated tumors. (**A**–**D**) Deconvolution results comparing the enrichment of various cell populations between six control-treated tumors and three TRT-treated tumors. Results for the three significantly enriched cell populations: melanocytes (**A**), keratinocytes (**B**), and myeloid dendritic cells (**C**) and one of the non-modified populations, (neutrophils) (**D**)**,** are depicted. (**E**) Principal component analysis (PCA) showing a clear demarcation between TRT-treated tumors and mock-treated tumors. (**F**) Volcano-plot depicting the differential analysis results between TRT-treated tumors and control tumors. Differentially expressed genes were defined as genes with an adjusted *p*-value < 0.05 and a fold-change > 2 SD of the fold change (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162536) (accessed on June 2020). In total, 316 genes were enriched in TRT-treated tumors vs. 331 in mock-treated tumors. An interactive volcano plot is presented in Supplementary Figure S6. (**G**–**L**) Gene-set enrichment results from gene-set enrichment analysis (GSEA). The gene sets enriched in TRT-treated tumors were related to antioxidant activity (**G**), an inflammatory response (**H**)**,** and activation of the P53 pathway (**I**). The gene sets enriched in control tumors were related to proliferation (**J**), mitosis (**K**)**,** and melanoma metastasis (**L**).

**Table 1:** Extrapolated [^131^I]ICF01012 dosimetry for humans: absorbed dose (Gy/MBq) and dose (Gy) for 3.7 GBq extrapolated using Olinda *S*-values.

Organ/Tissue	Absorbed Dose (Gy·GBq^−1^)	Dose for 3.7 GBq (Gy)
Adrenals	0.006	0.023
Brain	0.007	0.025
Gall bladder	0.010	0.037
Lower large intestine	0.021	0.079
Small Intestine	0.048	0.176
Stomach	0.043	0.159
Upper large intestine	0.021	0.078
Heart	0.012	0.044
Kidneys	0.055	0.203
Liver	0.064	0.238
Lungs	0.028	0.105
Muscle	0.003	0.009
Ovaries	0.007	0.026
Pancreas	0.008	0.028
Red Marrow	0.003	0.010
Skin	0.001	0.004
Spleen	0.062	0.229
Testes	0.012	0.044
Thymus	0.002	0.007
Thyroid	0.044	0.163
Urinary Bladder	0.184	0.682
**Total body**	**0.006**	**0.021**

## Data Availability

The data generated by the transcriptomic study (Table S3) have been deposited in the Gene Expression Omnibus of the NCBI and are accessible through GEO Series accession number GSE GSE162536 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162536). This series contains the raw reads (fastq) and aligned-reads (BAM) of nine tumors (3 treated and 6 non-treated), as well as the gene expression read counts and TPM values. The other data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/13/6/1421/s1, Figure S1: Determination of the optimal dose of MEKi (Cobimetinib and GDC-0623) for the treatment of ^V600E^BRAF SK-MEL-3, ^Q61K^NRAS 1007, and ^WT^BRAF/NRAS B16F10 melanoma spheroids. Figure S2: Colony formation (n = 3) on melanoma spheroids after treatment with [^131^I]ICF01012-TRT, MEKi, or both. Figure S3: Cell-cycle analysis of SK-MEL-3 spheroids treated with TRT alone or in combination with MEKi. Figure S4: Western blot analysis of P-ERK1/2 and ERK1/2 of total cellular protein extracted from B16F10 cells that have been cultured in a 2D monolayer culture system. Figure S5: Deconvolution analyses of major immune cells subset. Figure S6: Interactive volcano plot depicting the differential analysis results between TRT treated tumors and Control tumors (see HTML file). Figure S7: Pathways and gene ontology analyses. Figure S8: [^131^I]ICF01012 uptake by spheroids and melanin content in spheroids. Table S1: Mice weight and tumor volume at start of experiment and endpoint for survival and mechanistical studies. Table S2: Primer sequences. Table S3: [^131^I]ICF01012 biodistribution in non-target organs in mice. Table S4: [^131^I]ICF01012 dosimetry in mice. Table S5: Differential mRNA expression analysis of treated vs. non-treated tumors. Video S1: Principal component analysis (PCA) of the three first dimensions of treated and non-treated tumors (see mp4 file).

# Supplementary material for: Efficacy of Targeted Radionuclide Therapy Using [131I]ICF01012 in 3D Pigmented BRAF- and NRAS-Mutant Melanoma Models and In Vivo NRAS-Mutant Melanoma
**Source:** Cancers (Basel). 2021 Mar 20;13(6):1421. doi: 10.3390/cancers13061421
**Supplement:** Supplementary file 1

## SUPPLEMENTARY DATA

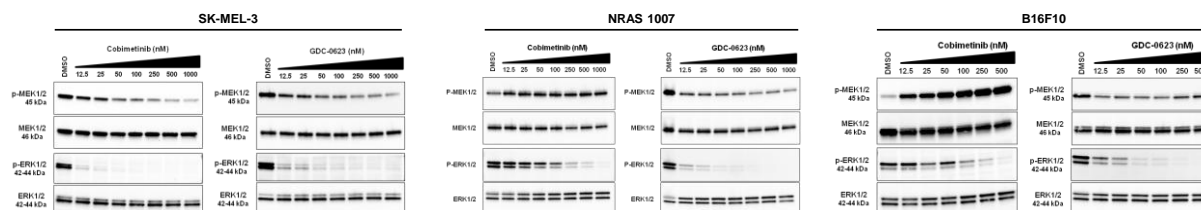

**Figure S1. Determination of the optimal dose of MEKi (Cobimetinib and GDC-0623) for the treatment of <sup>V600E</sup>BRAF SK-MEL-3, <sup>Q61K</sup>NRAS 1007, and <sup>WT</sup>BRAF/NRAS B16F10 melanoma spheroids.** The expression of phospho-MEK1/2 (P-MEK1/2), total MEK (MEK1/2), phospho-ERK1/2 (P-ERK1/2), and total ERK (ERK1/2) were analyzed by western blotting of total cellular protein extracted from spheroids treated for 24 h with the indicated concentrations of MEKi. The dose-response to two allosteric MEK inhibitors, cobimetinib and GDC-0623, was analyzed on a panel of melanoma 3D spheroid culture models bearing different genetic mutations: SK-MEL-3 (<sup>V600E</sup>BRAF), NRAS 1007 (<sup>Q61K</sup>NRAS), and B16F10 (BRAF/NRAS wild-type). MEKi treatment of NRAS 1007 spheroids, as well as the BRAF/NRAS wild-type spheroids, was expected to increase the phosphorylation level of MEK (pMEK) through feedback-mediated RAF kinase activity (44). Indeed, cobimetinib treatment of NRAS 1007 and B16F10 spheroids induced an increase in pMEK levels, but not GDC-0623. Both MEKi reduced the level of pMEK in SK-MEL-3 BRAF-mutant spheroids, with a slightly higher efficiency for cobimetinib.

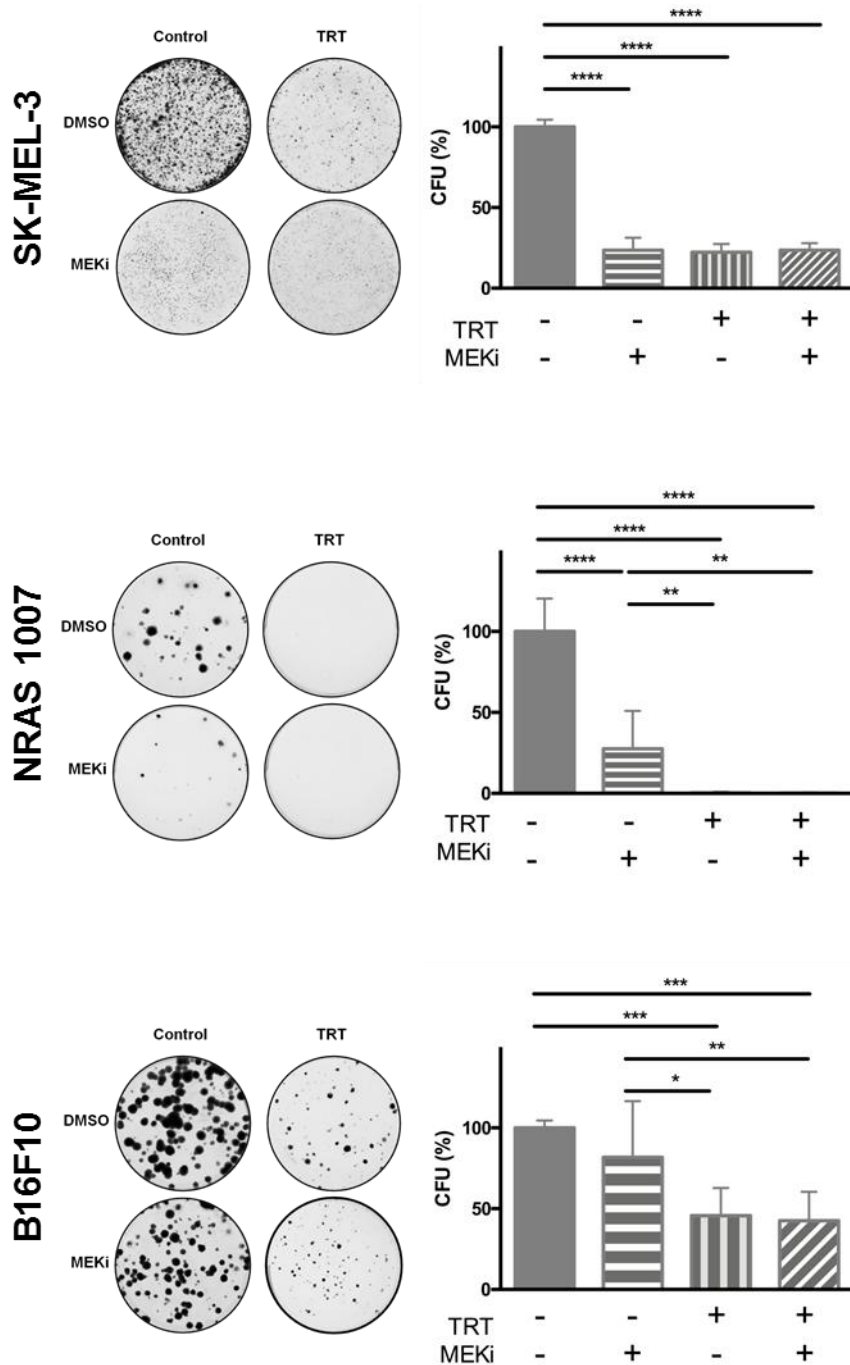

**Figure S2. Colony formation (n=3) on melanoma spheroids after treatment with [<sup>131</sup>I]ICF01012-TRT, MEKi, or both. Results are presented as Mean  $\pm$  SD.** Dissociated cells from SK-MEL-3, NRAS 1007, and B16F10 spheroids were seeded for colony formation assays 24 h after treatment and stained with crystal violet on days 18, 15, and 8, respectively. The SK-MEL-3 colony formation assay (Figure 1A) showed that MEKi (20.22%,  $p < 0.0001$ ) and TRT (18.12%,  $p < 0.0001$ ) significantly decreased the clonogenic surviving fraction relative to control spheroids. However, compared to TRT- and MEKi-monotherapy groups, we did not show a greater decrease when MEKi and TRT were combined (22.08%, compared to control spheroids:  $p < 0.0001$ , compared to MEKi:  $p > 0.9999$  and to TRT:  $p = 0.9660$ ). NRAS 1007 spheroids demonstrated very high radiosensitivity to [<sup>131</sup>I]ICF01012, with the complete extinction of clonogenic survival for spheroids treated either with TRT alone or TRT + MEKi (for both conditions, compared to control:  $p < 0.0001$ , Figure 1A). Treatment of NRAS 1007 spheroids

with MEKi alone induced a significant decrease in the surviving fraction compared to the untreated control group (27.61%,  $p < 10^{-4}$ ), whereas the same treatment of B16F10 spheroids (Figure 1A) did not significantly decrease the clonogenic surviving fraction relative to that of control spheroids (81.82%,  $p = 0.3277$ ). Treatment of B16F10 spheroids with TRT or TRT + MEKi led to a similar decrease in the surviving fraction relative to that of controls (45.71% ( $p < 10^{-3}$ ) and 42.54% ( $p < 10^{-4}$ ), respectively).

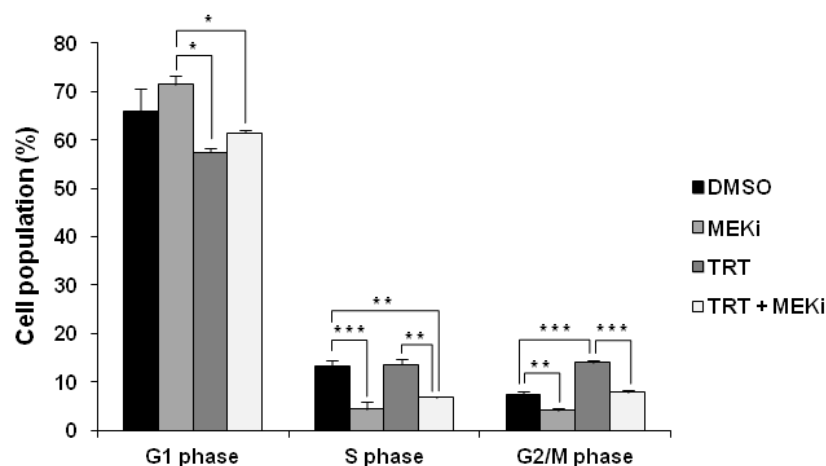

**Figure S3. Cell-cycle analysis** of SK-MEL-3 spheroids treated with TRT alone or in combination with MEKi. This analyse was performed on 3 different 3D culture according to protocol indicated in Material and Methods section. (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ).

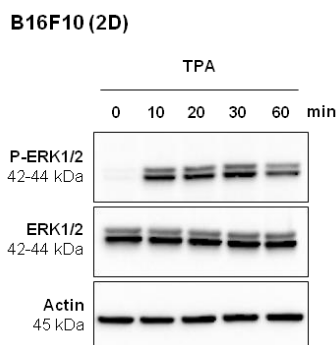

**Figure S4. Western Blot analysis** of P-ERK1/2 and ERK1/2 of total cellular protein extracted from B16F10 cells that have been cultured in a 2D monolayer culture system. The cells were treated or not with TPA (12-O-Tetradecanoylphorbol-13-Acetate) for 10 to 60 min.

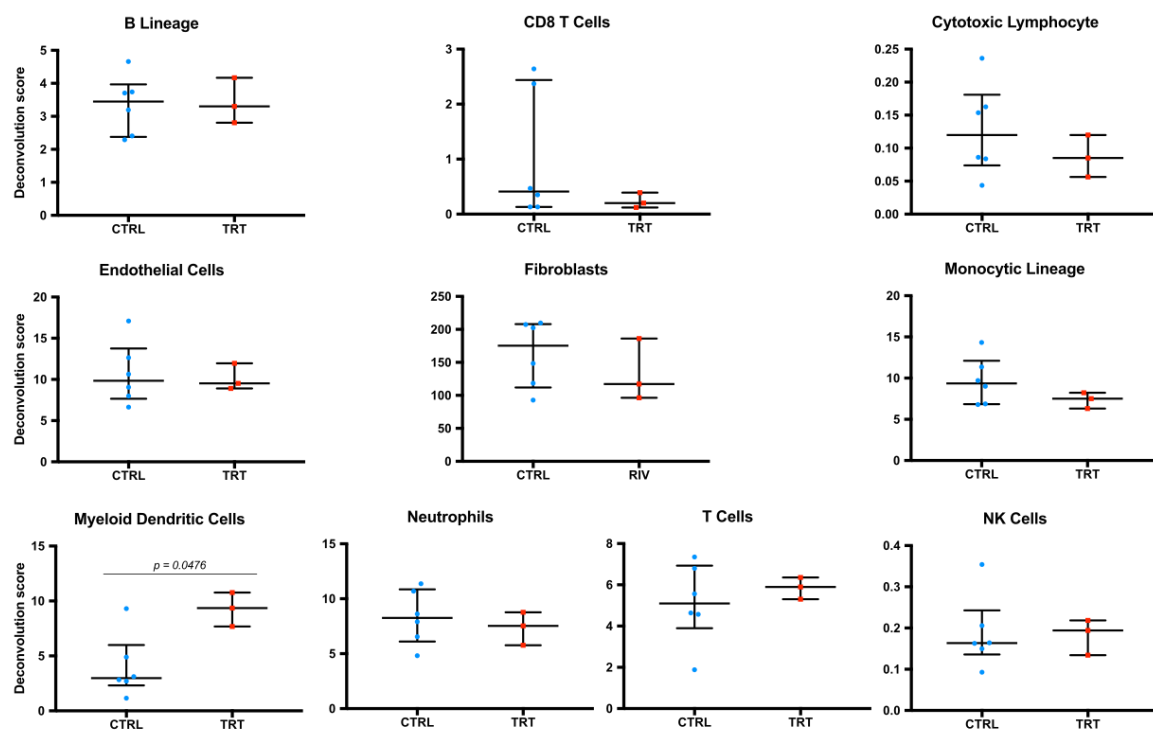

**Figure S5. Deconvolution analyses of major immune cells subset.**

**Figure S6.** Interactive volcano plot depicting the differential analysis results between TRT treated tumors and Mock-Treated tumors (see HTML file).

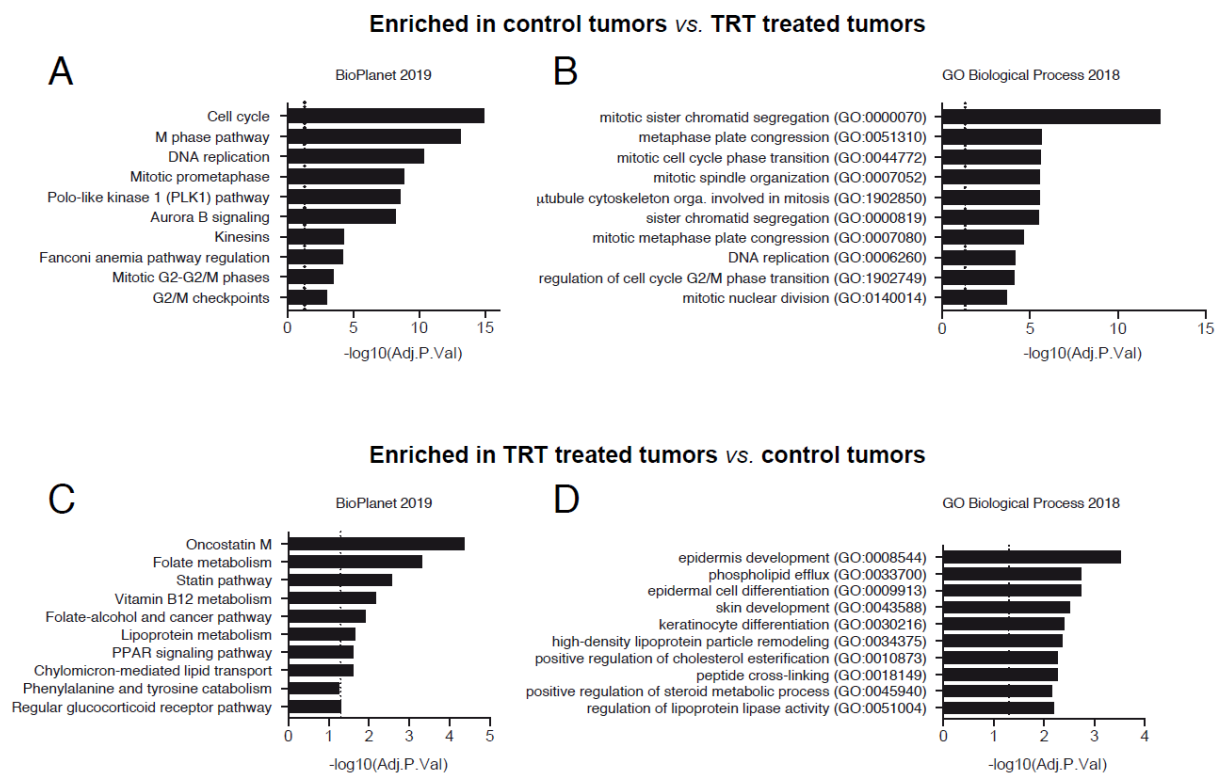

**Figure S7. Pathways and gene ontology analyses**

Pathways and ontologies found to be enriched by over-representation analysis of genes enriched in TRT-Treated and mock-Treated melanoma, respectively. Top 10 over-represented pathways from BioPlanet (2019) **(A)**, and top 10 biological process ontologies from Gene Ontology (GO – BP, 2018) **(B)** for mock-treated melanoma. Top 10 over-represented pathways from BioPlanet (2019) **(C)** and top 10 biological process ontologies from Gene Ontology (GO – BP, 2018) **(D)** for TRT-treated melanoma.

A

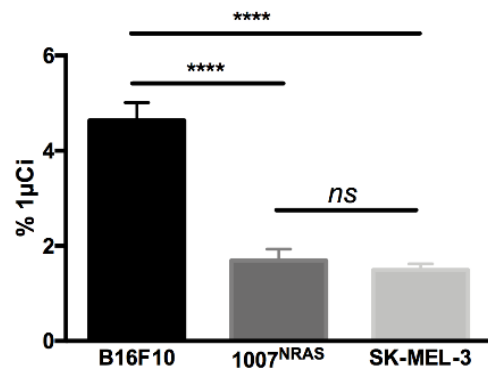

B

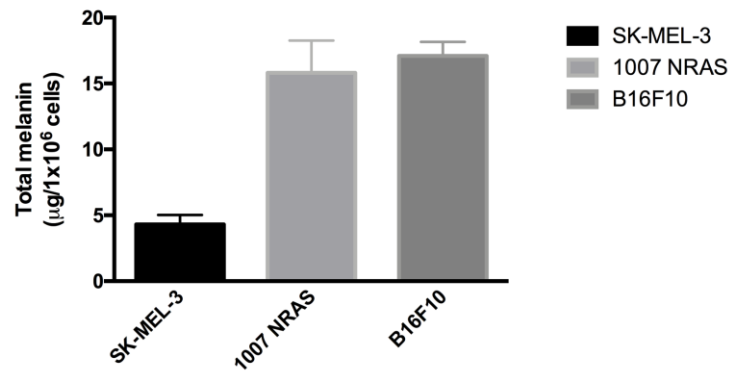

Figure S8. [<sup>131</sup>I]ICF01012 uptake by spheroids (A) and melanin content in spheroids (B).

**Table S1 – Mice weight and tumor volume at start of experiment and endpoint for survival and mechanistical studies.**

|                     |         |                     | Day of injection      | Endpoint<br>(for survival study: tumor volume approximately 1500mm <sup>3</sup> )<br>(for mechanistical study: 10 days after injection) |
|---------------------|---------|---------------------|-----------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Survival Study      | Control | Mean tumor volume   | 260.36mm <sup>3</sup> | 1566.74mm <sup>3</sup>                                                                                                                  |
|                     |         | Median tumor volume | 243.91mm <sup>3</sup> | 1547.80mm <sup>3</sup>                                                                                                                  |
|                     |         | Mean mice weight    | 26.8g                 | 27.9g                                                                                                                                   |
|                     |         | Median mice weight  | 26.6g                 | 27.8g                                                                                                                                   |
|                     | TRT     | Mean tumor volume   | 283.91mm <sup>3</sup> | 1434.55mm <sup>3</sup>                                                                                                                  |
|                     |         | Median tumor volume | 251.68mm <sup>3</sup> | 1483.05mm <sup>3</sup>                                                                                                                  |
|                     |         | Mean mice weight    | 27.2g                 | 26.5g                                                                                                                                   |
|                     |         | Median mice weight  | 27.6g                 | 26.4g                                                                                                                                   |
| Mechanistical Study | Control | Mean tumor volume   | 237.84mm <sup>3</sup> | 698.90mm <sup>3</sup>                                                                                                                   |
|                     |         | Median tumor volume | 230.34mm <sup>3</sup> | 725.49mm <sup>3</sup>                                                                                                                   |
|                     |         | Mean mice weight    | 28.9g                 | 28.9g                                                                                                                                   |
|                     |         | Median mice weight  | 29.3                  | 28.5g                                                                                                                                   |
|                     | TRT     | Mean tumor volume   | 255.39mm <sup>3</sup> | 296.20mm <sup>3</sup>                                                                                                                   |
|                     |         | Median tumor volume | 206.01mm <sup>3</sup> | 269.68mm <sup>3</sup>                                                                                                                   |
|                     |         | Mean mice weight    | 29.4g                 | 29.1g                                                                                                                                   |
|                     |         | Median mice weight  | 29.7g                 | 28.9g                                                                                                                                   |

**Table S2. Primer sequences.**

| Gene         | NCBI Reference Sequence | Sequence of primers 5' to 3'                            | Amplicon size (bp) | Annealing temperature (°C) |
|--------------|-------------------------|---------------------------------------------------------|--------------------|----------------------------|
| <i>pmel</i>  | NM_021882.4             | F: AAATGCCCAACCACAGAGGTC<br>R: CAAGCATTATGGTGTCTCGGTG   | 246                | 60                         |
| <i>Trp2</i>  | NM_010024.3             | F: AGACTACGTGATCACCACGC<br>R: CAACAGATGGTACCTGTGCC      | 214                | 60                         |
| <i>Tyr</i>   | NM_011661.5             | F: CCATGCTTTTGTGGACAGTATTTT<br>R: CGATAGGTGCATTGGCTTCTG | 89                 | 60                         |
| <i>Gapdh</i> | NM_001289726.1          | F: TGCGACTTCAACAGCAACTC<br>R: ATGTAGGCCATGAGGTCCAC      | 143                | 60                         |

(F, forward primer; R, reverse primer)

**Table S3 – [<sup>131</sup>I]ICF01012 biodistribution in non-target organs in an NRAS-mutant murine model (n=3 mice per timepoint).**

| Organs               | Percentage of injected activity/gram<br>(expressed as mean+/-SD) |              |              |             |             |  |
|----------------------|------------------------------------------------------------------|--------------|--------------|-------------|-------------|--|
|                      | H1                                                               | H3           | H6           | H24         | H72         |  |
| Small intestine      | 5,28 ± 0,81                                                      | 10,95 ± 6,52 | 5,18 ± 0,93  | 0,35 ± 0,01 | 0,08 ± 0,01 |  |
| Cæcum                | 2,20 ± 0,56                                                      | 5,07 ± 3,26  | 2,67 ± 0,78  | 0,64 ± 0,06 | 0,12 ± 0,02 |  |
| Colon                | 4,00 ± 0,74                                                      | 6,94 ± 1,89  | 4,56 ± 1,47  | 0,85 ± 0,06 | 0,14 ± 0,02 |  |
| Heart                | 2,21 ± 0,59                                                      | 3,82 ± 2,20  | 1,93 ± 0,39  | 0,23 ± 0,06 | 0,08 ± 0,01 |  |
| Lungs                | 5,75 ± 2,34                                                      | 9,89 ± 4,91  | 5,22 ± 1,60  | 0,31 ± 0,01 | 0,11 ± 0,02 |  |
| Stomach              | 7,68 ± 1,59                                                      | 15,59 ± 6,89 | 11,03 ± 2,29 | 1,62 ± 0,11 | 0,30 ± 0,04 |  |
| Spleen               | 10,87 ± 6,01                                                     | 14,84 ± 4,96 | 11,96 ± 6,97 | 0,19 ± 0,01 | 0,06 ± 0,00 |  |
| Prostate             | 2,53 ± 0,66                                                      | 4,02 ± 2,64  | 1,76 ± 0,11  | 0,63 ± 0,33 | 0,08 ± 0,00 |  |
| Testes               | 1,63 ± 0,40                                                      | 3,37 ± 1,93  | 1,36 ± 0,21  | 0,13 ± 0,01 | 0,03 ± 0,00 |  |
| Bone                 | 1,65 ± 0,09                                                      | 2,78 ± 1,55  | 1,72 ± 0,73  | 0,10 ± 0,01 | 0,02 ± 0,00 |  |
| Muscle               | 0,89 ± 0,23                                                      | 1,44 ± 0,47  | 0,64 ± 0,24  | 0,05 ± 0,01 | 0,02 ± 0,00 |  |
| Brown adipose tissue | 2,23 ± 0,55                                                      | 3,59 ± 2,24  | 1,50 ± 0,15  | 0,11 ± 0,01 | 0,05 ± 0,01 |  |

**Table S4- [<sup>131</sup>I]ICF01012 dosimetry in mice: time-integrated activity (Bq.s/MBq) and absorbed dose (Gy/MBq) determined by biodistribution studies and the extrapolated doses (Gy) for 18.5MBq.**

| Organ/Tissue   | Time-integrated activity (Bq.s/MBq) | Absorbed dose (Gy.MBq-1) | Dose for 18.5MBq (Gy) |
|----------------|-------------------------------------|--------------------------|-----------------------|
| <b>Tumor</b>   | 8.44x10 <sup>10</sup>               | 5.04                     | 93.18                 |
| <b>Liver</b>   | 4.16x10 <sup>9</sup>                | 0.23                     | 4.29                  |
| <b>Kidneys</b> | 1.11x10 <sup>9</sup>                | 0.09                     | 1.74                  |
| <b>Lungs</b>   | 3.49x10 <sup>8</sup>                | 0.05                     | 0.85                  |
| <b>Thyroid</b> | 4.85x10 <sup>8</sup>                | 12.33                    | 228.06                |
| <b>Eyes</b>    | 1.05x10 <sup>10</sup>               | 7.43                     | 137.46                |

**Table S5. Differential mRNA expression analysis of treated vs. non-treated tumors.**

The differential gene expression list for treated vs. non-treated tumors is given in the first sheet. The genes over-expressed for non-treated vs. treated tumors or over-expressed for treated vs. non-treated tumors are listed in the second and third sheets, respectively. (See Excel file)

**Video S1.** Principal component analysis (PCA) of the three first dimensions of treated and non-treated tumors (see mp4 file)

How the deposited data were processed for this re-analysis (not part of the article)

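RNA-seq counts and TPM values of 9 subcutaneous tumors were used, 6 from control mice and 3 from mice given 18.5 MBq of [131I]ICF01012 on day 36, all collected 10 days later. The authors mapped the reads to the mouse genome (GENCODE M13, GRCm38) with STAR and deposited the counts per gene without normalization. They also deposited TPM values, scaled for gene length and to the same total in each tumor and rounded to 2 decimals. How TPM was computed was not examined here. Total counts are 35672689 to 46048214 per control tumor and 42373322 to 44797471 per TRT tumor.

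Each library of counts was paired with its TPM values over genes with at least 200 counts. The sample labels and Figure 5E give different groups to D340T28 and D340T32, and the groups of Figure 5E were used, after Table S5 had been compared with both groupings. Only 7 libraries, 5 control and 2 TRT, have the same group in both.

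Genes were filtered with filterByExpr of edgeR 4.0.16, which left 17005 genes, scaled by TMM and fitted with the robust quasi-likelihood model (R 4.3.3). Adjusted p-values are Benjamini-Hochberg over all tested genes, and all tests are two-sided. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 2 SD. Lists of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and with fry, with the correlation estimated from the tumors and with fgsea 1.28.0 as alternatives. Population scores are mean TPM over the matched genes of a list and were compared by exact Mann-Whitney tests over all 84 splits of the tumors. Principal components and an exact PERMANOVA used log2 CPM of scaled genes.

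The 34 lists were written from general knowledge and the paper's methods before the data were examined, as were the comparisons, the main settings and most alternatives. The alternatives are limma-voom, DESeq2 1.42.0, its size factors within edgeR, scaling by library size, no filter, at least 10 counts in every library, other thresholds, other units and pseudocounts of 1 and 0.1 for the scores, a replicate block on the label numbers and each tumor left out in turn. Added after the data had been seen were the groups of the sample labels, the 7 libraries alone, offsets per library for GC content and transcript length (mgcv 1.9.3), and 2 further sets of dendritic cell markers. Genes are named if the paper names them, if they belong to the genotype of the model, if they are among the 3 most expressed of a list, or if they are among the 5 called genes with the smallest p or the largest change in each direction. Genes outside this rule are marked where they are printed.

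Counts were simulated with 200 genes changed by 2 on the log2 scale and no trend with GC content, and genes were taken at the adjusted p alone. There edgeR recovered 179 with 15 false calls among 16608 genes, limma-voom 175 with 16, and DESeq2 190 with 51. With a GC trend planted in the TRT tumors and no gene changed, edgeR gave 2758 false calls, and 0 with the offsets. The planted trend was stronger than that of the data (rho 0.805 against 0.558). The melanin, spheroid, lymph node and survival data of the paper were not analysed here.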

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

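The tests for GC content, the mean TPM of the epidermis list, the histone and erythroid genes and the sources of the epidermal and liver transcripts were chosen only after the results had been seen.

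In each of the 78 sets of control values tested, the most distant of 6 control tumors was compared with the rest, and 11 stood apart where 3.9 are expected by chance. Control tumor D340T29 had 1107 TPM of Gpx1, 482.7 TPM of Hmox1, 149.8 TPM of Itgb3, 181.9 TPM of Ggh and 98.8 TPM of Mthfd1l, each the highest of the controls. Control tumor D340T30 had a keratinocyte score of 0.952, a B lineage score of 2.67, 12.52 TPM of Krt5 and 5.96 TPM of Cd209a. D340T25 had 0.33 TPM of Krt77, and D340T28 had 0.09 TPM of Lce1b, which is 1 read. Without D340T29 the log2 fold change of Hmox1 was 0.70 (adjusted p = 0.0360 from edgeR). No technical explanation was tested for the values of D340T29, and the design gives no biological one, since all controls had the same treatment.

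The epidermal transcripts of D340T30 show that such RNA also reaches a control tumor. For 11 of the 19 epidermis genes all 3 TRT tumors lay above all 6 controls, so that epidermis carried over in dissection and a change of the tumors cannot be told apart. As small a camera p was found in 14 of the 84 splits of the tumors, whatever its direction and with splits that share TRT tumors included. In mean TPM over the list all 3 TRT tumors lay above all 6 controls (exact Mann-Whitney p = 0.0238, the smallest possible).

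Genes outside those the paper discusses were also higher in TRT tumors. The 34 replication-dependent histone genes had a median log2 fold change of 0.81, with 12 higher and 0 lower, and 0.40 with the trends of GC content and length taken out (camera p adjusted over the 3 families = 3.69e-04), so that these trends are excluded as the whole cause. More cells in S phase is excluded, since that list fell (camera adjusted p = 2.49e-16). The histone genes are near-identical copies that share reads, and the median was 0.57 by library size, 0.83 by RLE and 0.36 in TPM. Whether polyadenylated histone transcripts rise in cells that have left the cycle is a hypothesis that was not tested.

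The 5 hemoglobin and erythroid genes had a median of 1.75, all 5 higher, and 1.46 with the trends taken out. For 2 of the 5 all TRT tumors lay above all controls, so that more blood in the TRT tumors cannot be told apart from a change of the tumor cells. The paralogs Hba-a1 and Hba-a2 share reads. The direction was the same by library size (1.56) and by RLE (1.77), and in TPM.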

How the results depend on the processing

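The groups of the sample labels, the 7 libraries alone, the GC and length offsets and the further dendritic cell marker sets were chosen after the data had been seen. Except where stated, the cause was not tested.

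Of 293 genes higher and 384 lower, the adjusted p alone gave 2662 and 3010 and a log2 threshold of 1 gave 1150 and 1488, since both thresholds are looser. Library size alone gave 169 and 583 (22.5% higher against 43.3%), and no expression filter 184 and 109, with a wider SD. The 7 libraries gave 244 lower. With the groups of the sample labels the counts were 0 and 0, with 1816 genes at an unadjusted p under 0.05. Across the 9 fits that each left out 1 tumor, the counts were from 194 to 339 higher and from 243 to 425 lower.

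The replicate block on the label numbers has no basis in the values, since libraries with the same number correlated at -0.03 and 0.24. The block kept only controls D340T26 and D340T27 and TRT tumors D340T31 and D340T33, and gave 278 and 305 genes. With the groups of the sample labels it also held D340T25 and D340T28 and gave 0 and 0 (2299 at an unadjusted p under 0.05). D340T26 and D340T27 are the controls high in Alb, and D340T32 is left out. The reversals of Alb, lipoproteins and hepatocytes under the block therefore depend on the tumors kept. Under the block the log2 fold change of Nras was 0.0092, with Zbtb46 at 0.058, Alb at -2.44 and Fn1 at -0.27, and lists reversed for invasion (adjusted p = 0.730), lipoproteins (0.573) and hepatocytes (6.29e-08).

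Over 59 named genes and 18 settings, 947 values kept their direction and side, 60 were weaker, 16 stronger and 33 reversed. With GC and length offsets the reversed ones were Tspan10 -0.13, Pmel -0.12, Dct 0.58, Hmox1 -0.12, Trp53 -0.14, Nras 0.57, Zbtb46 0.12, Cd44 0.18 and Tnfrsf1b -0.025, of which the log2 fold change of Nras alone had an adjusted p under 0.05 from edgeR (0.0246, with the highest among its alternatives 0.987). By library size they were Tyr -0.047, Prdx1 -0.10, Trp53 -0.10, Fn1 -0.16, Tnfrsf1b -0.014 and Ggh -0.10. With limma-voom Zbtb46 was at 0.019, and on the 7 libraries Zbtb46 was at 0.032, Alb at -0.60, Fn1 at -0.19 and Ggh at -0.010. Leaving out 1 tumor reversed Prdx1 without D340T31 (-0.11), Cdkn2a without D340T26 (0.037), Alb without D340T32 (-0.36), Zbtb46 without D340T27 (0.06), D340T30 (0.11) or D340T32 (0.06), and Fn1 without D340T28 (-0.05), D340T32 (-0.091) or D340T33 (-0.03). The leave-out fits ranged from -0.11 to 0.27 for Prdx1, from -0.69 to 0.037 for Cdkn2a, from -0.36 to 2.21 for Alb, from -0.19 to 0.11 for Zbtb46 and from -0.091 to 0.22 for Fn1.

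The melanocyte difference in TMM CPM was -6.02 and was -9.74 with the groups of the labels, which gave 8.92 for keratinocytes. Across leave-out fits these scores ranged from -21.0 to -13.1 and from 5.79 to 18.8, and with 2 TRT tumors no exact p under 0.05 is possible. Without a control tumor, where an exact p of 0.0357 is possible, that of the melanocyte score was 0.0714 in 5 of the 6 fits. For dendritic cells the difference was 4.71 in CPM, -1.09 without Clec10a, 2.09 with the marker list, 9.77 for Clec10a alone and 5.26 with Mgl2, and from 2.02 to 3.02 across leave-out fits. Neutrophils were at 0.0466 in log2(TPM + 0.1).

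T cells were at 0.13 with genes of at least 1 TPM, and cytotoxic lymphocytes at -0.121 without the most expressed gene (exact p = 0.0476). NK cells were at 0.0177 and 0.207 on the log2 scales, 0.0651 in CPM, 0.0556 without the most expressed gene and 0.0146 with the labels, and from -0.0448 to 0.0467 (0.0292 without D340T32) across leave-out fits. The B lineage was at 1.17 in CPM and 0.572 without the most expressed gene (exact p = 0.0238 for each). The monocytic lineage was at 0.00370 in log2(TPM + 0.1), 3.35 in CPM, 2.04 without the most expressed gene (exact p = 0.0238) and -5.25 with the labels (exact p = 0.0476). Endothelial cells were at 1.44 in CPM and -4.17 with the labels, and fibroblasts at 13.8 and -76.6. For both populations the exact p was 0.0238 with the labels and over 0.05 in CPM. Separation with the labels had an exact p of 0.107.

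Under fry the adjusted p was 0.0677 for antioxidant enzymes, 0.0677 for lipoproteins and 0.171 for hepatocytes. With the estimated correlation it was 0.461 for antioxidant enzymes, 0.229 for the inflammatory response, 0.0874 for S phase, 0.229 for licensing, 0.461 for lipoproteins, 0.165 for fatty acid and sterol synthesis, 0.558 for hepatocytes and 0.132 for the epidermis. Preranked enrichment gave 0.0816 for lipoproteins and reversed folate (0.633). Lipoproteins were at 0.0721 without epidermis and hepatocyte genes and 0.0627 with the offsets. With at least 10 counts in every library, which leaves fewer genes, lipoproteins were at 0.206, hepatocytes at 0.214 and the epidermis at 0.206. With the labels the inflammatory response was at 0.138, and invasion (0.686), lipoproteins (0.518) and hepatocytes (0.353) reversed. On the 7 libraries lipoproteins were at 0.162 and hepatocytes at 0.144. Leave-out fits gave from 4.05e-05 to 0.0711 for hepatocytes and from 0.00765 to 0.0762 for lipoproteins.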

Differences from the paper's values

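The marker sets named below as chosen after the values were seen are the only tests here that were. A p or a mean is called different when one value is over 1.5 times the other, and a mean also has to differ by more than the SD between tumors.

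The paper's keratinocyte means are about 34 in control and about 79 in TRT tumors (Figure 5B, read by eye), against 0.232 and 13.7 TPM here, and none of the alternatives set before the data were examined closed the gap.

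For myeloid dendritic cells the paper gives p of about 0.048 and a TRT mean of about 9.3 (Figure 5C, read by eye), against an exact p of 0.0952 and 6.05 TPM. The exact p was no longer different without D340T30 (0.0357), and the mean with only the genes of at least 1 TPM (9.07). Without D340T31 (6.27) or D340T33 (6.34) the mean came within 1.5 times the paper's and stayed below it. The other alternatives in TPM set before the data were examined left each gap. In CPM scaled by TMM the means were 3.26 and 7.97 CPM, that of TRT tumors within 1.5 times the paper's. The exact p in CPM was 0.0238, under 0.05 as the paper's is. Over the separate list of dendritic cell markers it was 0.0238. Of 2 marker sets chosen after seeing the values, Clec10a with Mgl2 gave means of 4.00 and 9.27 TPM and an exact p of 0.0476, none of them different from the paper's, and Clec10a alone gave 4.54 and 14.3 TPM and an exact p of 0.0238.

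For neutrophils the paper gives p of about 0.71 and a TRT mean of about 7.3 (Figure 5D, read by eye), against an exact p of 0.262 and 4.74 TPM. The exact p was no longer different with log2(TPM + 1) (0.548), log2(TPM + 0.1) (0.714) or CPM (0.548), and the TRT mean with only the genes of at least 1 TPM (9.82). With those genes the control mean became different instead, at 14.0 TPM against about 8.3 in the paper (6.63 TPM with all genes). Without D340T31 (5.60) the TRT mean came within 1.5 times the paper's and stayed below it.

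Table S5 gives the log2 fold changes of Krt14 and Krt77 as 8.59 and 7.77, against 6.29 and 6.39 from edgeR. With limma-voom, which the paper's methods name, they were those of the paper. Krt14 came closer to the paper's value without D340T30 (7.73) and Krt77 without D340T25 (8.04). The other alternatives set before the data were examined left each gap.

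The paper places lipid metabolism among what is higher in TRT tumors. The list for fatty acid and sterol synthesis was lower (camera adjusted p = 6.79e-05), and that for lipoproteins higher (0.0269). It places a metastatic melanoma signature higher in control tumors, and the invasion list had no change (camera adjusted p = 0.682) under any setting. That signature itself was not used here.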

Other observations

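The tests in this part were chosen after the results had been seen, except the counts of called genes and of camera p-values over all splits of the tumors.

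The sample labels and Figure 5E differ on D340T28 and D340T32. The groups of Figure 5E bring the log2 fold changes within a median of 1.48e-06 of Table S5, which fits a mislabelled sample in the deposit. The p53 target score of D340T28 was 50.2 TPM, against 55.0 to 81.2 TPM in the other tumors drawn as controls, and that of D340T32 was 133 TPM, against 133 and 148 TPM in the other tumors drawn as TRT. Mki67 was at 4.45 TPM in D340T28 and at 0.360 TPM in D340T32. With the labels edgeR called 0 genes, and 1816 had an unadjusted p under 0.05. Separation of the groups on the labels gave an exact PERMANOVA p of 0.107.

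Across all 84 splits of the tumors, 83 called 0 genes, and the split of Figure 5E alone called as many higher (1 of 84) and as many lower (1 of 84). That is the fewest possible and argues against a grouping by chance for the counts of called genes, which 84 splits cannot exclude. In the 83 other splits 0 genes had an adjusted p under 0.05 from edgeR, and a median of 422 (34 to 4625) had an unadjusted p under 0.05, against 7552. As small a camera p was found in 1 split for S phase and in 1 for G2 and M phase, which excludes a grouping of tumors by chance for both. The number was 5 for p53 targets, 10 for replication licensing, 13 for fatty acid and sterol synthesis, 15 for the inflammatory response, 39 for antioxidant enzymes, 39 for lipoprotein metabolism, 43 for folate metabolism, 46 for the hepatocyte list and 65 for melanoma invasion. These counts take no account of direction and include splits that share TRT tumors with the real one. In mean TPM over a list, all 3 TRT tumors lay outside the range of all 6 controls for p53 targets, replication licensing and fatty acid and sterol synthesis (exact Mann-Whitney p = 0.0238 for each, the smallest possible). The exact p was 0.0476 for lipoproteins, 0.167 for antioxidant enzymes, 0.714 for the inflammatory response, 0.905 for folate metabolism, 0.714 for the hepatocyte list and 0.548 for melanoma invasion.

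Log2 fold changes rose with GC content. The trends of the libraries differ between the groups (exact Mann-Whitney p = 0.0238, the smallest possible), and a library effect and a treatment effect on GC-rich genes cannot be told apart. With the trends taken out, the camera adjusted p was 1.85e-05 for the inflammatory response, 5.11e-15 for p53 targets, 1.91e-17 for S phase, 7.41e-60 for G2 and M phase, 3.04e-07 for replication licensing, 2.30e-06 for fatty acid and sterol synthesis and 1.56e-12 for the epidermis, so that the trend is excluded as the whole cause of these. The lipoprotein list lost its call (0.0627), although its median was 0.55 with the trends taken out and 0.63 before. Its fry adjusted p was over 0.05 before as well (0.0677), so that the lost call does not single out the trend. For antioxidant enzymes (0.00808) the explanations cannot be told apart. Their median was 0.21, against 0.39 before, and the fry adjusted p was 0.171, against 0.0677. The hepatocyte median was 1.36, against 1.44 before (camera adjusted p = 0.00212 and 0.00270), so that most of its rise was left. The fry adjusted p of the hepatocyte list was 0.226, against 0.171 before, so that under fry this rise was not beyond the spread between tumors. Among genes, Gpx1 went from 1.10 to 0.31 with the trends taken out (edgeR adjusted p = 0.262), Gpx4 from 0.97 to 0.12 (0.725) and Apoe from 1.34 to 0.53 (0.158). The trend fits much of these changes. Sod3 lost its call (0.0893) but went only from 0.86 to 0.66, so that its lost call does not single out the trend. The trend is excluded as the whole cause for Mitf (0.0411), Mki67 (0.00501), Cdkn1a (6.15e-04) and Clec10a (0.0161), although the change of Mitf went from -1.10 to -0.52.

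The 357 zinc finger genes named Zfp fell, with a median of -0.75, 174 lower and 16 higher, and -0.43 with the trends taken out (camera p adjusted over the 3 families = 2.34e-07). They are paralogs that share reads. By library size the median was -0.98, by RLE -0.73 and in TPM -1.07.

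Scaled by library size, the median gene was at -0.23. Without the 100 most counted genes it was at -0.17, which excludes a few genes taking most of the counts as the whole cause. Total counts did not differ between the groups (exact Mann-Whitney p = 1).

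The hepatocyte list had 1 gene with all 3 TRT tumors above all 6 controls, which fits liver transcripts in tumors of both groups. Without the genes of the epidermis, keratinocyte and hepatocyte lists, the pseudo-F of the separation was 4.46, as with them (exact PERMANOVA p = 0.0119, the smallest possible, in both). These lists hold few of the 17005 genes, each scaled to unit variance, so that leaving them out could hardly move the pseudo-F. The test cannot decide whether transcripts of these tissues add to the separation. Other transcripts of these tissues were not taken out.

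Mc1r rose and Mitf fell, a difference of 1.79 (standard error 0.33), or 0.95 with the trends taken out, so that a lower share of melanoma cells is excluded as the whole cause of the lower melanocyte score. Of the 9 dendritic cell markers tested, 4 had all TRT tumors above all controls and Zbtb46 was unchanged, so that the markers did not rise together. Zbtb46 was weakly expressed and reversed its sign in 7 of 18 settings. More dendritic cells of every kind cannot be excluded from it.

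Among further lists, the dendritic cell markers and the paper's keratinocyte genes each had a camera adjusted p of 0.0424 and the erythroid genes 0.00279. For the paper's melanocyte genes it was 0.962, and for adipocytes 0.258. It was also over 0.05 for hair follicle (0.962), sebaceous gland (0.726), skeletal muscle (0.726), exocrine pancreas (0.962) and kidney tubule (0.962). Under fry the adjusted p was 0.0531 for the dendritic cell markers, 0.0531 for the erythroid genes and 0.0145 for the keratinocyte genes. With the estimated correlation it was 0.968 for each of these. At an adjusted p under 0.05 from edgeR, 2 of the 7 sebaceous gland genes tested were higher, Awat1 (log2 fold change 2.39) and Krt79 (2.04). So were 1 of the 2 exocrine pancreas genes, Cela1 (0.55), and 1 of the 9 adipocyte genes. The genes named here were chosen after their values were seen.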
